# Loss of vascular endothelial notch signaling promotes spontaneous formation of tertiary lymphoid structures

**DOI:** 10.1038/s41467-022-29701-x

**Published:** 2022-04-19

**Authors:** Susanne Fleig, Tamar Kapanadze, Jeremiah Bernier-Latmani, Julia K. Lill, Tania Wyss, Jaba Gamrekelashvili, Dustin Kijas, Bin Liu, Anne M. Hüsing, Esther Bovay, Adan Chari Jirmo, Stephan Halle, Melanie Ricke-Hoch, Ralf H. Adams, Daniel R. Engel, Sibylle von Vietinghoff, Reinhold Förster, Denise Hilfiker-Kleiner, Hermann Haller, Tatiana V. Petrova, Florian P. Limbourg

**Keywords:** Lymphoid tissues, Chronic inflammation, Lymphangiogenesis

## Abstract

Tertiary lymphoid structures (TLS) are lymph node-like immune cell clusters that emerge during chronic inflammation in non-lymphoid organs like the kidney, but their origin remains not well understood. Here we show, using conditional deletion strategies of the canonical Notch signaling mediator *Rbpj*, that loss of endothelial Notch signaling in adult mice induces the spontaneous formation of bona fide TLS in the kidney, liver and lung, based on molecular, cellular and structural criteria. These TLS form in a stereotypical manner around parenchymal arteries, while secondary lymphoid structures remained largely unchanged. This effect is mediated by endothelium of blood vessels, but not lymphatics, since a lymphatic endothelial-specific targeting strategy did not result in TLS formation, and involves loss of arterial specification and concomitant acquisition of a high endothelial cell phenotype, as shown by transcriptional analysis of kidney endothelial cells. This indicates a so far unrecognized role for vascular endothelial cells and Notch signaling in TLS initiation.

## Abstract (web summary)

Loss of canonical Notch signaling in vascular endothelial cells induces spontaneous formation of proto-typical tertiary lymphoid structures in mouse kidney, liver and lungs, which form around central arteries that acquire a high endothelial cell signature

## Introduction

Tertiary lymphoid structures (TLSs) are de novo generated lymphoid structures in non-lymphoid organs like the kidney that develop in response to chronic inflammation and sustain chronic immune responses^1,2^. TLSs develop in a variety of chronic inflammatory lesions^3^ and occur in autoimmune kidney diseases like Lupus nephritis^4^, ANCA-associated glomerulonephritis^5^, membranous glomerulonephritis^6^ or IgA-Nephritis^7^, but also in kidney transplants^8^. During infection, TLSs are beneficial and are associated with pathogen clearance and increased survival. However, TLS can destroy normal kidney tissue and exacerbate autoimmune diseases and chronic rejection, suggesting that TLS are therapeutic targets in these conditions^1^. TLS resemble lymph nodes in cell composition and structure and form functional germinal centers^9^. Lymphocytes are attracted by chemokines like CXCL13 (B cells) and CCL19 (T cells) secreted by local stroma, and they in turn secrete lymphotoxins, which promote stroma differentiation towards lymphoid tissue fibroblastic reticular cells (FRC) and follicular dendritic cells (FDC)^10^.

While many studies have focused on immune cell contribution, little is known about the vascular regulation of TLS generation. TLSs contain specialized high endothelial cells (HECs), often organized in high endothelial venules (HEV), that recruit passing myeloid cells and lymphocytes via peripheral lymph node addressin PNAd, a glycoprotein ligand for L-selectin (CD62L) expressed by high endothelial venules in lymph nodes required for lymphocyte egress^9^. HECs strongly differ from lymph node capillary endothelial cells (ECs) in transcriptional signature^11–13^. HECs demonstrate enrichment in transcripts involved in the regulation of inflammatory response, leukocyte migration, and lymph node development. Interestingly, Notch signaling components and its downstream targets, as well as endothelial cell differentiation markers, are strongly downregulated in HEC^11^.

Canonical Notch signaling is an evolutionary conserved, cell-contact dependent signaling pathway^14^. Activation of one of four membrane-bound Notch receptors by Notch ligands leads to Notch receptor intracellular domain (NICD) cleavage and translocation to the nucleus, where it associates with DNA-bound Rbpj and initiates transcription of target genes. Notch is a key player in vasculo- and angiogenesis during development^14–16^, and regulates arterial phenotype of endothelial cells and arterial EC identity in the adult^17,18^. Inversely, suppression of Notch by COUP-TF2 permits venous endothelial phenotype^19^.

Here we show that conditional loss of Notch signaling by deletion of the canonical mediator *Rbpj* in blood vascular-endothelial cells modifies arterial endothelial identity and shifts it to an HEV-like phenotype, which in turn is associated with the spontaneous formation of TLS in mouse kidney, liver, and lung. Our results highlight an essential and unexpected role of arterial endothelium in formation of TLS and suggest targeting the endothelial Notch pathway as a novel approach for modulating organ-specific immunity.

## Results and discussion

### Loss of endothelial Notch signaling induces spontaneous formation of TLSs

To study the role of Notch signaling in vascular and immune homeostasis in the kidney, we generated *Cdh5Cre*^*ERT2*^*;Rbpj*^*fl/fl*^ (*Rbpj*^*ΔEC*^) transgenic mice by crossing conditional alleles of the canonical Notch effector *Rbpj* and an endothelial-specific and inducible Cre-recombinase^20,21^. We then induced Cre-recombinase activity by Tamoxifen injections at 7–9 weeks of age^22^, after completion of developmental angiogenesis and vascular remodeling (Fig. 1A), and confirmed recombination of the *Rbpj* locus and downregulation of the Notch target gene *Hey1* (Supplementary Fig. 1A, B).

**Fig. 1:**
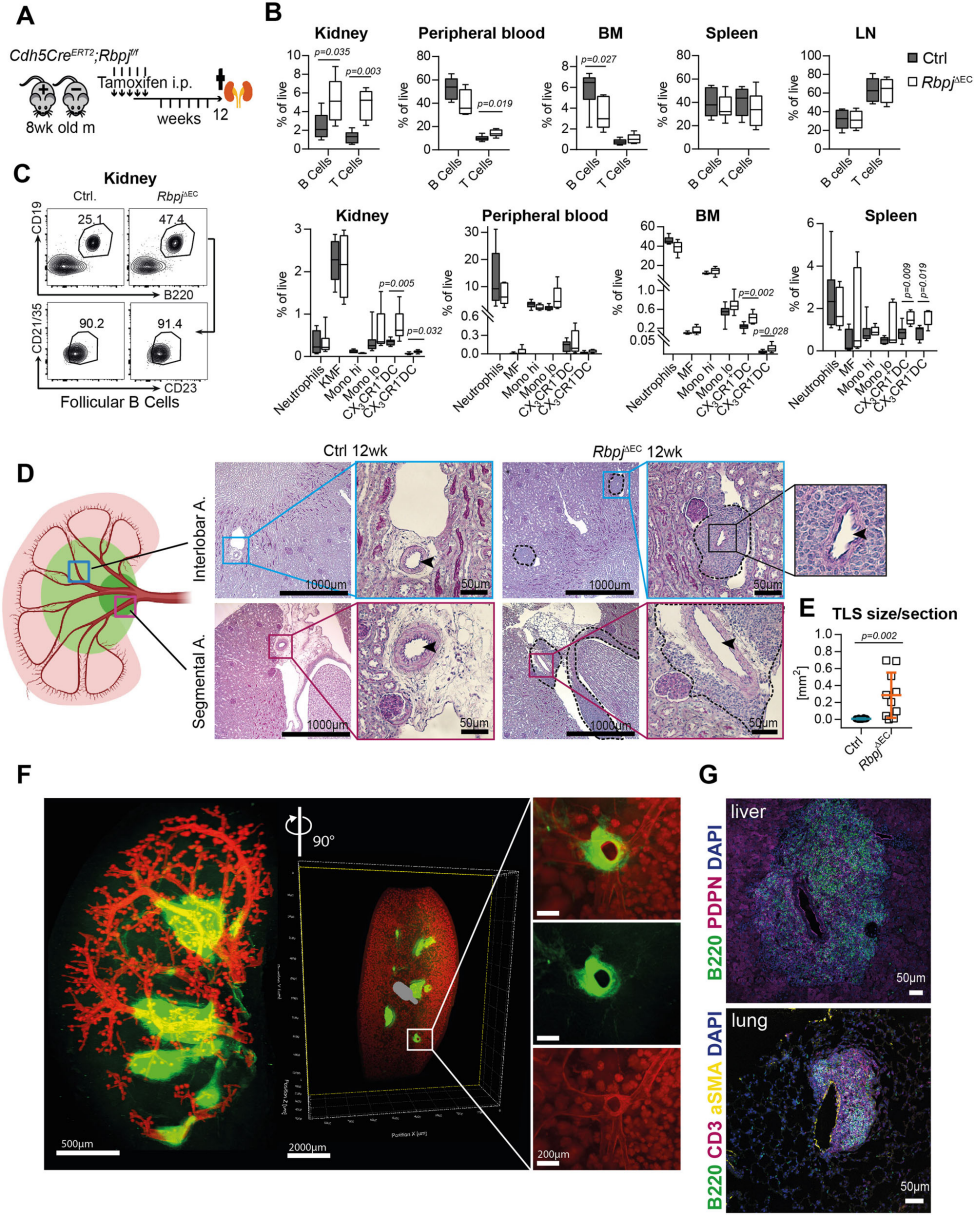
Spontaneous periarterial formation of TLS in conditional endothelial *Rbpj* mutant mice. **A** Induction protocol for *Cdh5Cre*^*ERT2*^*; Rbpj*^*fl/fl*^ mice and Cre-negative littermates. **B** Flow cytometry, % of live cells, box plots with mean, 25–75th percentile (Inter-Quartile-Range, IQR, bounds of box) and total range (min-max, whiskers); Mann–Whitney test, two-tailed. CTRL *n* = 9, KO *n* = 6 mice; 3 independent experiments. **C** Flow cytometry representative plots for % follicular B lymphocytes in Ctrl and *Rbpj*^*ΔEC*^ kidneys. Numbers indicate % of live CD45 + (upper panel)/% of CD45+/CD19+ cells (lower panel). **D** PAS staining of representative paraffin-embedded kidney sections in different arterial segments (sketch on left created with biorender.com). Upper row, interlobar arteries, lower row segmental arteries, magnification ×50 (overview, bar = 1000 µm) and boxed details magnification ×200 (bar = 50 µm). Inset: arterial lumen (arrowhead) within TLS structure. Experiment independently repeated with similar results >×3. **E** Quantification of infiltrated area [in mm^2^] per transversal kidney cross-section (sum of all infiltrated areas per section). *N* = 10 mice per group, Mann–Whitney test, two-tailed, exact *p*-value 0.0021; Graph: Scatter dot blot, mean, standard deviation (SD). **p < 0.01. **F** Whole-mount kidney staining and light sheet imaging of CD31 (red) and B220 (green) of *Rbpj*^*ΔEC*^ kidney; 3D reconstruction with IMARIS software; ventral view left with a filter for larger vascular structures; sagittal view middle and right, with magnification of inset. Representative image, kidneys of *n* = 3 mice were stained. **G** Representative images of IF stained liver (upper) and lung (lower image) TLS in *Rbpj*^*ΔEC*^ mice, B220 positive cells in green. Organs of *n* = 3 mice were stained with similar results. Scale bars as marked. Source data are provided as a Source Data file.

Twelve weeks after induction, *Rbpj*^*ΔEC*^ showed a higher frequency of mature B-lymphocytes (CD45+, CD19+, B220+) and T-lymphocytes (CD45+, CD3+) in the kidney by flow cytometry, while B cell frequencies were reduced in peripheral blood and bone marrow (Fig. 1B, Supplementary Fig. 2A, B; 1L). The increase in renal B cells was driven by follicular B lymphocytes, not progenitors or other subtypes (Fig. 1C; Supplementary Fig. 1C, D). No changes were detected in B cell bone marrow niche cytokine expression of *Il7* and *Cxcl12* (Supplementary Fig. 1F). Furthermore, cell numbers and frequencies of B and T cells in secondary lymphoid organs such as the spleen or lymph nodes were comparable between *Rbpj*^*ΔEC*^ and control mice (Fig. 1B), and spleen size was not changed (Supplementary Fig. 1G). *Rbpj*^*ΔEC*^ mice also showed an increased frequency of dendritic cells in the kidney, bone marrow and spleen (Fig. 1B, lower panel; Supplementary fig. 1H). In contrast, we observed no difference in neutrophilic granulocytes, monocyte subsets or macrophages between *Rbpj*^*ΔEC*^ and control mice, and no signs of overt systemic inflammation (Fig. 1B, lower panel, supplementary Fig. 1H). Together, these findings suggest active lymphocyte recruitment to the kidney.

Histologically, we observed significant, but localized lymphocytic infiltrations, consistent with TLSs^23^, clustered around segmental and interlobar arteries in kidneys of *Rbpj*^Δ*EC*^ mice, but not in littermate controls (Fig. 1D, E). Aside from these infiltrations, the overall kidney architecture was preserved, although TLS displaced normal renal structures (Fig. 2A, Supplementary Fig. 2A). In areas of lymphocyte infiltration, Masson Trichrome and Sirius Red staining demonstrated focal interstitial matrix deposition and areas of fibrosis (Supplementary Fig. 2A). Overall kidney function as measured by serum creatinine and proteinuria was not altered in *Rbpj*^*ΔEC*^ mice; however, kidney *Havcr1* gene expression (kidney injury molecule 1) was significantly increased, suggesting subclinical renal injury (Supplementary Fig. 2B–D). Interestingly, 3D reconstruction of light sheet microscopy images of CD31- and B220-stained whole kidneys confirmed extensive but stereotyped periarterial expansion of TLS along the segmental and interlobar arteries, forming central conglomerates in the renal medulla (Fig. 1E, Supplementary Movie 1). Thus, loss of endothelial Notch signaling induced spontaneous formation of renal TLS around second and third-order arteries without overt systemic or chronic inflammation.

**Fig. 2:**
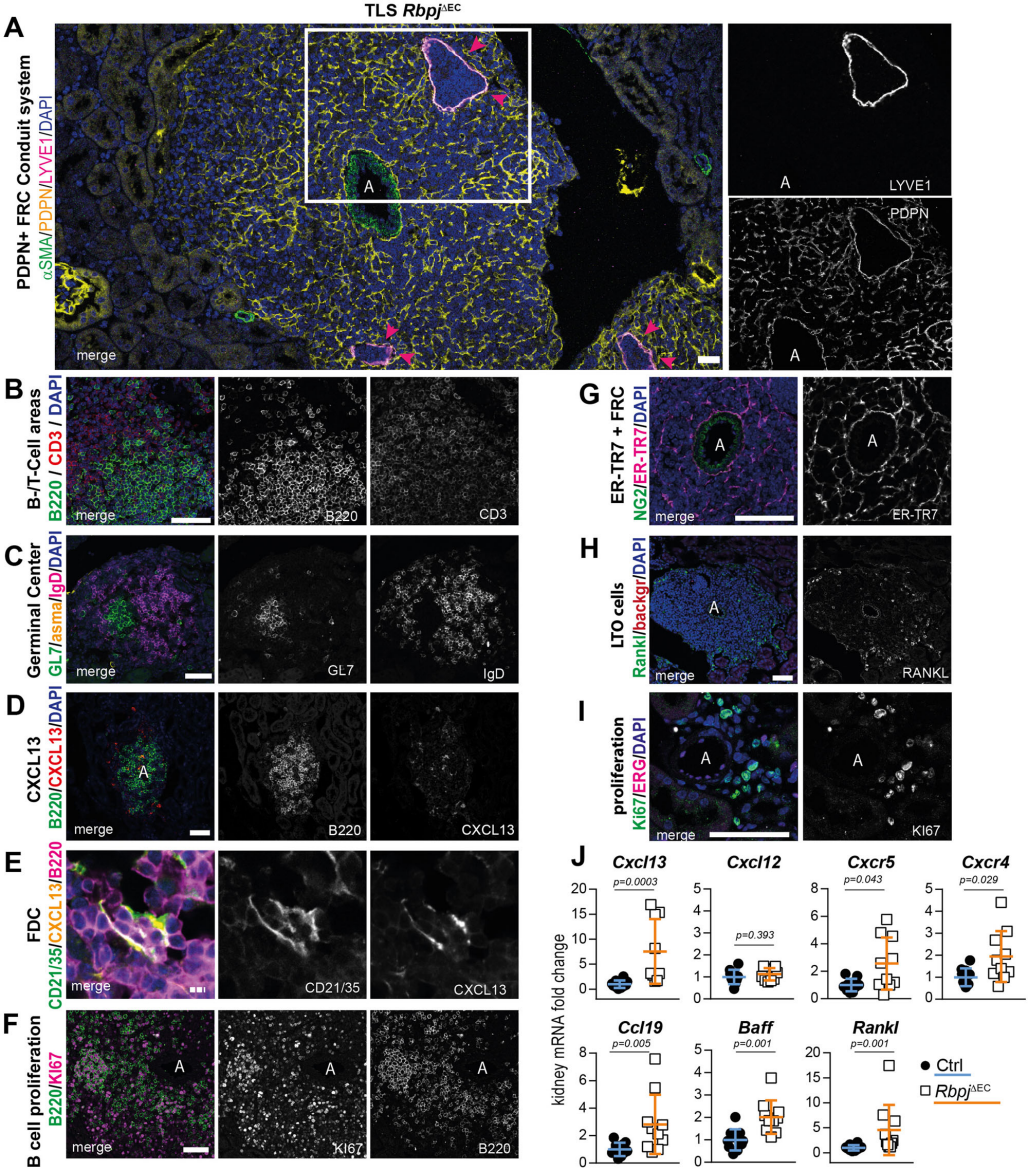
Molecular, cellular and structural composition of periarterial TLS. **A**–**I** Immunofluorescence staining and confocal laser scanning microscopy of representative *Rbpj*^*ΔEC*^ kidney samples, merged and single channels as indicated. “A” indicates artery. Optical Magnification 200x; different scan areas (see scale bars). Scale: solid bar 50 µm, dotted bar 10 µm (2E). Each micrograph is representative of at least 4 biological replicates. **J** Whole kidney mRNA expression, relative fold change to control gene *Rps9*, *n* = 10/group. Graphs: Scatter dot blot, mean, SD (whiskers). Mann–Whitney test, two-tailed, Exact *p*-values: *Cxcl13*, *p* = 0.0003; *Cxcl12*, *p* = 0.393; *Cxcr5*, *p* = 0.0433; *Cxcr4*, *p* = 0.0288; *Ccl19*, *p* = 0.0052; *Baff*, *p* = 0.0007; *Rankl*, *p* = 0.0005. Source data are provided as a Source Data file.

Since *Rbpj*^*ΔEC*^ mice have a pan-endothelial deletion of Notch signaling, we next analyzed liver and lung, parenchymatous organs prone to develop TLS^24–28^, and also the heart^29^. Consistent with a general role of Notch signaling in the regulation of parenchymatous TLS, we found regular TLS in all livers and lungs analyzed, but not the heart (Fig. 1G, Supplementary Fig. 2E–G).

### TLSs show regular lymphoid and stromal tissue architecture and germinal center formation

To characterize in more detail the TLS that formed spontaneously in *Rbpj*^*ΔEC*^ mice, we stained kidney cross-sections with markers of proto-typical lymphoid tissue cell components. As a general principle, TLSs were organized around a central artery and were structured by a network of stromal cells expressing the FRC marker podoplanin^30^. This network was connected to the central artery and showed occasional enlarged and filled lymph vessels (Fig. 2A).

TLS contained B and T cells organized into distinct T and B cell-zones (Fig. 2B), and staining for GL7- and IgD-positive B cells showed regular germinal center formation (Fig. 2C)^31^, which was in line with a follicular B cell phenotype by flow cytometry (Fig. 1C). Furthermore, a high percentage of B cells were KI67+, indicating active proliferation (Fig. 2F, I). Thus, these data demonstrate a B cell phenotype consistent with mature TLS.

We next studied the stromal components in TLS. CXCL13 is the major chemokine expressed by FDC attracting B-lymphocytes during the formation of lymphoid structures^30,32^. B cells in *Rbpj*^*ΔEC*^ kidneys clustered around CXCL13-expressing cells (Fig. 2D), which co-expressed CD21/35, consistent with FDC phenotype^28,33^ (Fig. 2E). In spleen or lymph nodes, stromal fibroblastic reticular cells (FRC) form conduits that guide B and T cells^30^. Stroma cells in *Rbpj*^*ΔEC*^ TLS stained positive for FRC-markers podoplanin (PDPN, Fig. 2A) and ER-TR7 (Fig. 2G)^1,10,34–36^, forming conduits distinct from PDPN+/Lyve1+ lymphatic vessels (Fig. 2A, insets). Notably, the conduit network formed by FRC in TLS was centered around and closely attached to the central artery, extending in a honeycomb pattern into the periphery (Fig. 2G). Furthermore, immunostaining also revealed expression of the TNF-superfamily member RANKL in the periphery of TLS, which is expressed by lymphoid tissue inducer cells and mesenchymal lymphoid tissue organizer (LTO) cells^37^ and induces B cell chemokines in FRC^38^ (Fig. 2H).

To corroborate a TLS molecular signature, we analyzed gene expression of whole kidney samples from control or *Rbpj*^*ΔEC*^ mutant mice, which revealed significant upregulation of *Cxcl13*, *Cxcr5, Cxcr4*, *Ccl19,* and *Baff*, prototypical genes involved in attraction and accumulation of B cells, and to some extent T cells, in TLS (Fig. 2J). This extended analysis demonstrates on a molecular, cellular, and structural level the formation of TLS after induced loss of function of endothelial Notch signaling in adult mice.

### TLS formation occurs independent of cardiac or lymphatic disease phenotypes but involves arteries as general guiding structures

To address the role of potential confounding explanations for the development of TLS we performed several control experiments. *Rbpj*^*ΔEC*^ mice develop cardiac failure around 13–16 weeks of induction (Supplementary Fig. 2I)^29^. In order to investigate whether renal TLS formation in *Rbpj*^*ΔEC*^ mice was secondary to cardiac failure we examined a genetically different mouse model of heart failure induced by myocardial-restricted deletion of Stat3 (*αMHCCre;Stat3*^*fl/fl*^ = *Stat3*^*ΔMyoc*^)^39^. Male *Stat3*^Δ*Myoc*^ mice develop age-related heart failure with dilatative cardiomyopathy (DCM) associated with lower myocardial capillary density starting at 6 months of age (Fig. 3A)^39^. However, although mice developed the full clinical picture of heart failure, indicated by an increased heart weight and expression of *Nppa* (ANP) (Fig. 3B), there was no evidence for TLS formation in the kidney of mutant mice, neither by lymphocyte quantification by flow cytometry (Fig. 3C) nor histologic examination (Fig. 3D). Furthermore, gene expression profiling also did not show TLS-associated changes observed in *Rbpj*^*ΔEC*^ mutant mice (no difference in kidney mRNA for *Cxcl13*, *Cxcl12*, *Cxcr5, Cxcr4,* and *Ccl19*, supplementary fig 3A. Thus, heart failure per se does not lead to spontaneous development of TLS.

**Fig. 3:**
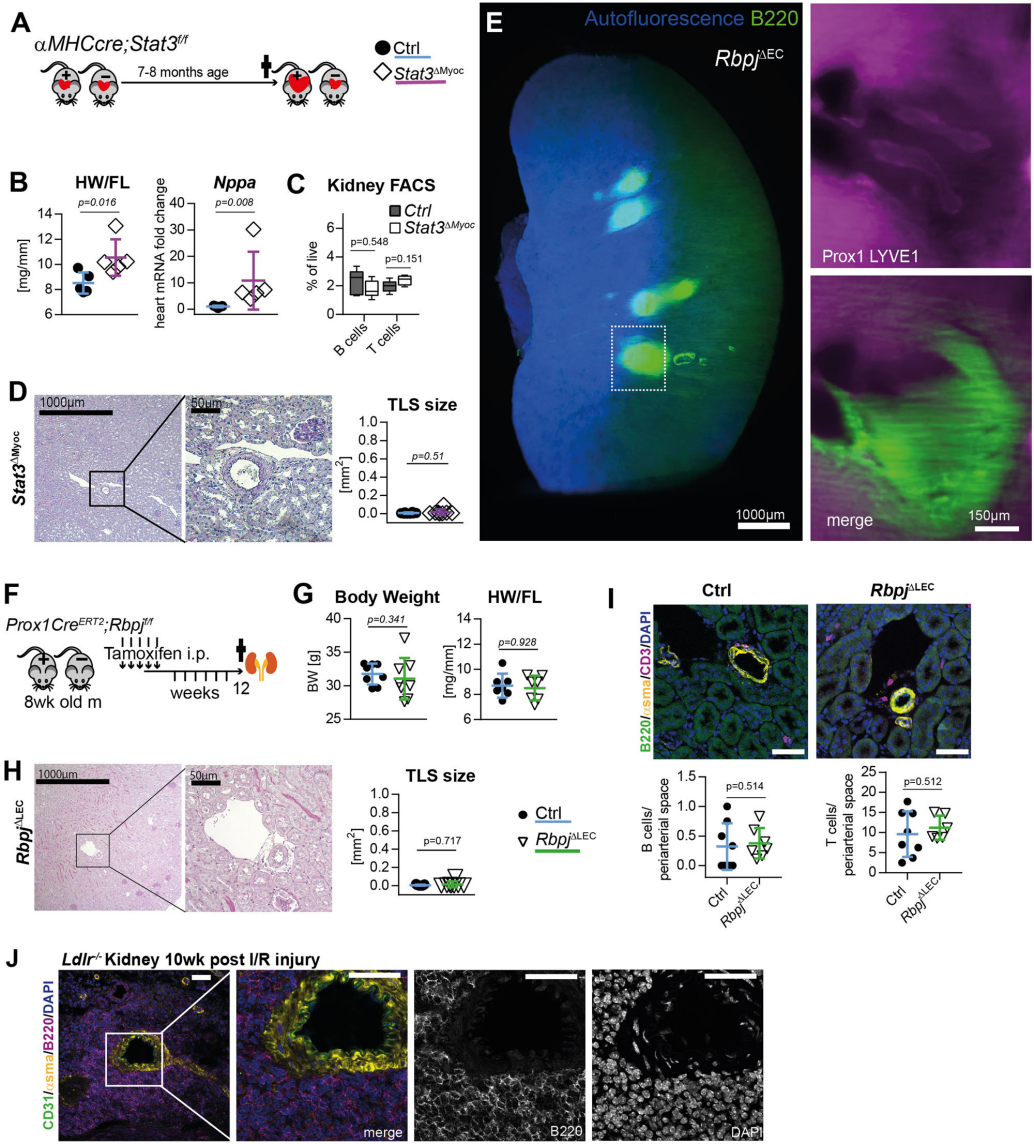
TLS formation in models of heart failure, conditional lymphatic-EC deletion of Rbpj or kidney ischemia reperfusion. **A** Experimental set up for analysis of cardiomyocyte restricted deletion of Stat3 (*Stat3*^Δ*Myoc*^). **B** Heart weight to femur length ratio (HW/FL, *p* = 0.0159) and cardiac ANP (Nppa) mRNA expression, *p* = 0.0079; CTRL *n* = 5, KO *n* = 5. Mann–Whitney test, 2-tailed, Graphs: Scatter dot blot, Mean, SD (whiskers). **C** Quantification by lymphocytes by flow cytometry of kidney homogenates; % of live cells, box plots with mean, IQR (25–75%, bounds of box) and total range (min-max: whiskers); CTRL *n* = 5, KO *n* = 5. **D** PAS staining of representative, paraffin-embedded kidney sections. Quantification of infiltrated area [in mm^2^] per transversal kidney cross-section (sum of all infiltrated areas per section), *N* = 8 biological replicates per group, Mann–Whitney test, two-tailed, *p* = 0.51. Graph: Scatter dot blot, Mean, SD (whiskers). **E** *Rbpj*^*ΔEC*^ Whole kidney staining for B220 (TLS) and Prox1/Lyve1 for lymphatic collecting vessels, light sheet microscopy, ventral view, 3D reconstruction via IMARIS software; scale bar: left image 1000 µm; insets are magnifications of boxed detail, scale bar 150 µm. Exemplary image, kidneys from *N* = 3 mice stained. **F** Induction protocol for lymphatic endothelial-restricted deletion of *Rbpj* (*Rbpj*^*ΔLEC*^*)*. **G** Body weight (*n* = 8/group, *p* = 0.3409) and heart weight to femur length ratio (*n* = 7/group, *p* = 0.9272) in 20–22-week-old mice (12 week after KO induction, from two independent experiments); Graphs: Scatter dot blot, mean (box), SD (whiskers). Mann–Whitney test, two-tailed. **H** Paraffin-embedded kidney sections, PAS staining, optical magnification: ×50 left, ×200 detail, scale bar: 1000 µm and 50 µm, as indicated. Quantification of infiltrated area [in mm^2^] per transversal kidney cross-section (sum of all infiltrated areas per section), *N* = 11 CTRL, *N* = 8 Rbpj^ΔLEC^ mice per group, Mann–Whitney test, two-tailed, *p* = 0.7168. Graph: Scatter dot blot, mean (box), SD (whiskers). **I** Upper panels: immunofluorescence staining, optical magnification: 200x, scale bar: 50 µm. Lower panels: quantification of periarterial B and T cells per microscopic image (each value = mean #cells per periarterial area of all such areas per one cross-section). CTRL *n* = 8, KO *n* = 7 mice analyzed from 2 independent experiments, Mann–Whitney test, 2-tailed. Graphs: Scatter dot blot, mean (box), SD (whiskers). **J** Immunofluorescence staining as indicated and confocal laser scanning microscopy of kidney 11 weeks after ischemia reperfusion (I/R) injury, optical magnification ×200, scale bar: 50 µm; see also Supplementary Fig. 4; representative picture; *n* = 3 animals in I/R-injury group. Source data are provided as a Source Data file.

Our genetic targeting strategy also affects lymphatic endothelial cells^40^. Since TLS in *Rbpj*^*ΔEC*^ mice showed lymph vessels filled with mononuclear cells (see Fig. 2A, purple arrowheads), which might be caused by obliteration of efferent lymph vessels as described in the setting of CLEC2-deficient lungs^41^, we first stained whole kidneys with antibodies to B220 and LYVE1/Prox1 and imaged TLS/lymphatic architecture by light sheet microscopy. After 3D reconstruction, efferent lymphatic vessels appeared open with a continuous lumen within and outside the TLS structure (Fig. 3E, Supplementary movie 2), resembling normal renal lymphatics^42^.

To test whether TLS formation was secondary to lymphatic-EC targeting of Notch signaling, we conditionally deleted *Rbpj* with the lymphatic-EC specific^43^, inducible *Prox1Cre*^*ERT2*^*;Rbpj*^*fl/fl*^ mouse model (*Rbpj*^Δ*LEC*^, Fig. 3F; recombination control in Supplementary Fig. 3B, C). In contrast to *Rbpj*^Δ*EC*^ mice, which showed lower body weight at the end of the observation period (Supplementary Fig. 2H), age-matched *Rbpj*^Δ*LEC*^ mice had normal weight compared to littermate controls and also showed no cardiac phenotype (Fig. 3G). Importantly, there was no evidence of TLS development in *Rbpj*^Δ*LEC*^ mice, neither by histologic examination of the periarterial area covered by lymphatic/mononuclear cells (Fig. 3H), nor by immunofluorescent staining and quantification of B-/T-lymphocytes (Fig. 3I). Thus, induced Notch loss of function in lymphatic EC is not sufficient to induce spontaneous TLS formation. Together, these data demonstrate that loss of function of vascular-endothelial Notch signaling promotes TLS formation.

To examine whether arteries are common guiding structures for TLS formation in kidney we analyzed an unrelated, inflammatory mouse model of unilateral ischemia-reperfusion injury (Supplementary Fig. 4A–C). Eleven weeks after injury, TLSs were found around segmental arteries in a stereotyped manner (Fig. 3K, Suppl. Figure 4D), which corroborates previous observations in several unrelated injury models, but also human kidneys^10^. This suggests periarterial organization as a general principle for TLS formation.

### Loss of endothelial Notch signaling induces an EC phenotype shift from arterial to high endothelial signature and is associated with chronic inflammatory kidney disease

Notch is a key regulator of endothelial identity. Active Notch signaling induces and maintains an arterial phenotype^15,44^, while low Notch signaling is associated with a venous phenotype, including the HEC phenotype found in lymph nodes^11^. We therefore hypothesized that induced endothelial Notch loss-of-function would lead to arterial dedifferentiation and an HEC phenotype shift, thereby promoting TLS formation.

Compared to kidneys of littermate controls, kidneys of *Rbpj*^*ΔEC*^ mice showed significantly reduced expression of the arterial marker *Efnb2*, involved in the arterial specification, but upregulated expression of *Aplnr*, identified as a venous marker which is downregulated at the onset of arterial specification^45^ (Fig. 4A).

**Fig. 4:**
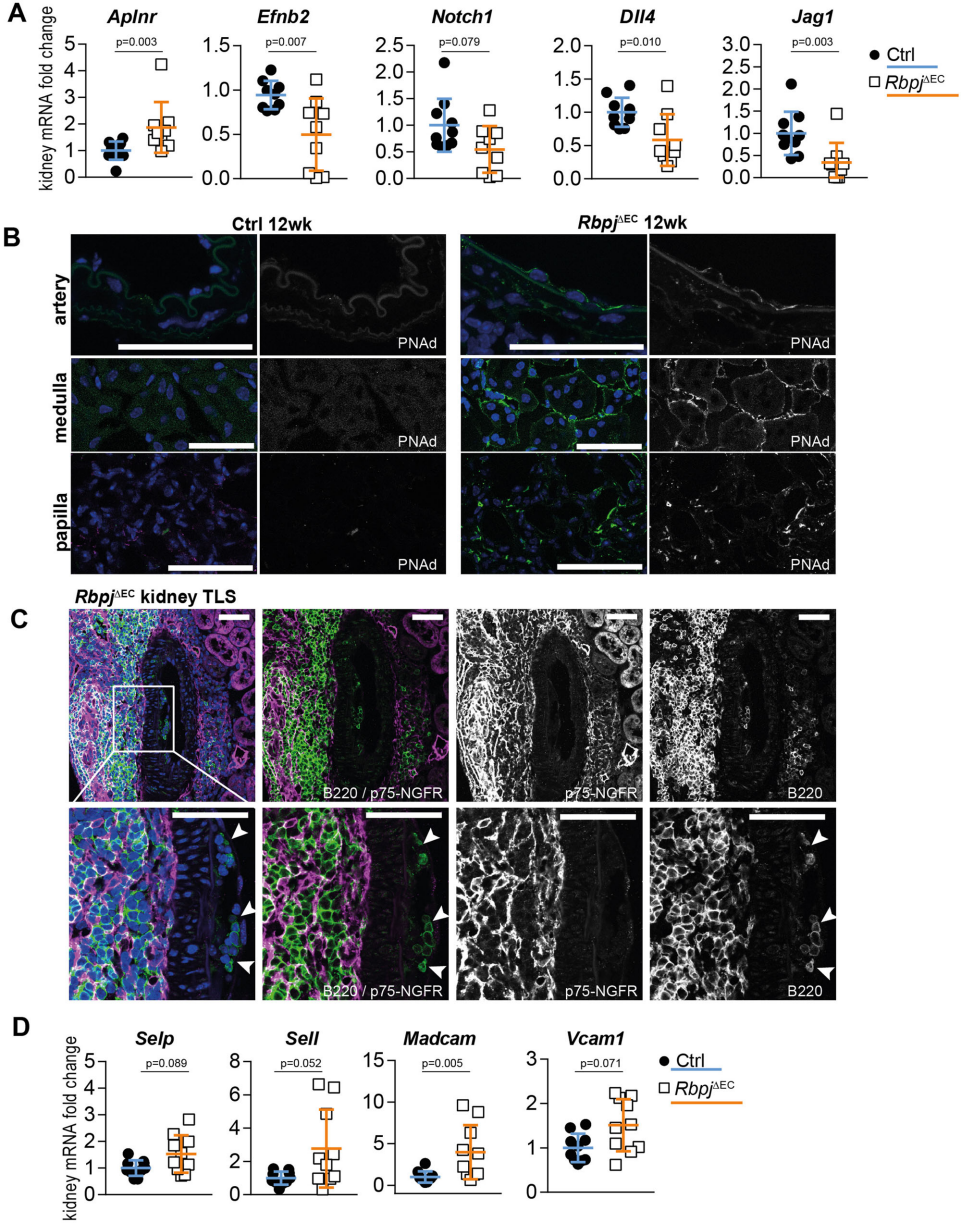
Endothelial signatures in TLS development. **A** Whole kidney mRNA expression, *n* = 10 mice per group from 2 independent experiments, Mann–Whitney test, two-tailed. Exact *p*-values: *Aplnr*, *p* = 0.003; *Efnb2*, *p* = 0.0068; *Notch1*, *p* = 0.0789; *Dll4*, p = 0.0101; *Jag1*, *p* = 0.0033; Graphs: scatter dot blot, mean, SD (whiskers). **B** Immunofluorescence staining and confocal microscopy of *Rbpj*^*ΔEC*^ kidney sections. Segmental artery (upper panel), peritubular capillaries (middle panel) and papillary region (lower panel), optical magnification: ×200, scale bar: 50 µm. Representative image, *n* = 3/group stained. **C** Immunofluorescence staining and confocal microscopy of central TLS artery (segmental), inset with higher magnification. B lymphocytes in subendothelial pockets (white arrowheads). Optical magnification: ×200, all scale bars 50 µm. Representative image, *n* = 5/group stained. **D** Whole kidney mRNA expression, relative fold change, *n* = 10/group. Mann–Whitney test, two-tailed. Exact *p*-values: *Selp* *p* = 0.089; *Sell* *p* = 0.052; *Madcam* *p* = 0.0052; *Vcam* *p* = 0.071; Graphs: scatter dot blot, mean, SD (whiskers). Source data are provided as a Source Data file.

Furthermore, in addition to reduced expression of the Notch target gene *Hey1* (Supplementary Fig. 1A), the Notch signaling components *Notch1*, *Dll4* and *Jag1*, which are enriched in arterial endothelium^45,46^, were also downregulated in *Rbpj*^*ΔEC*^ kidneys, consistent with loss of arterial EC identity (Fig. 4A).

At the same time, expression of peripheral lymph node addressin PNAd, glycoprotein ligands expressed by high endothelial venules in lymph nodes required for lymphocyte egress via L-selectin (CD62L)^47^, was markedly enhanced in selected vascular beds in mutant kidneys. Remarkably, PNAd staining revealed strong expression in arterial endothelium in central TLS arteries, while endothelium in control kidneys showed no evidence of PNAd expression (Fig. 4B; Supplementary Fig. 4E). Furthermore, PNAd decorated the apical aspects of arterial endothelium, as observed in differentiated HEC in lymph nodes. In addition, peritubular capillaries and vasa recta in the papilla also expressed PNAd.

Functionally, HEC create “pockets” for mononuclear cells on their basal side before transmigration^47,48^. Consistent with transformation to HEC functionality, we observed B-lymphocyte clusters underneath the endothelium and within the vascular wall of central arteries of TLS in *Rbpj*^*ΔEC*^ mice (Fig. 4C). Furthermore, whole kidney gene expression analysis revealed robust upregulation of cell-adhesion molecule Madcam-1, another HEV marker, and borderline upregulation of P-selectin (Selp), L-selectin (Sell), and Vcam1 in *Rbpj*^*ΔEC*^ kidneys (Fig. 4D).

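Kidney ECs were sorted as CD31-positive and CD45-negative cells from male mice, 3 in the group labelled RbpjΔEC and 3 Cre-negative littermates (CTRL). In the RbpjΔEC mice the Cre recombinase is expressed under the endothelial Cdh5 promoter and becomes active with tamoxifen, so that the floxed part of Rbpj, the gene of the transcription factor through which Notch receptors act, is removed in ECs. The paper gives an induction at 7 to 9 weeks of age with 1500 µg of tamoxifen on 5 days and a harvest 12 weeks later. The sample labels give 8 weeks, 1.5 mg and an age of 21 weeks at harvest. The authors prepared stranded total RNA libraries from the sorted cells, sequenced all 6 in 1 common run, aligned the reads to GRCm38 with the nf-core RNA-seq pipeline (version 1.4.2) and deposited the number of reads counted on each gene, without normalization. The table lists 55401 genes, of which 38324 have at least 1 count. The total counts on genes were 40761939, 47726850 and 43226167 in CTRL 1 to 3 and 43949468, 41455926 and 39649171 in RbpjΔEC 1 to 3. The paper gives its depth in reads per sample, while the values here use the counts on genes. A count of 3, taken as the floor, was between 0.0629 and 0.0757 CPM (counts scaled to library size) in these libraries. Counts were normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood test between 3 libraries and 3, over the 18438 genes kept by edgeR's filterByExpr. The filter on low counts, the test and single libraries could each change the number of genes called. CTRL 1 lists counts on 33764 genes, against 25629 to 26785 in the other 5 libraries.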

To characterize the global gene expression changes of endothelial Notch loss of function we isolated kidney ECs from 3 biological replicates per group (Supplementary Fig. 5A–C) and performed bulk-EC-RNA deep sequencing with >60 million reads per sample. 

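On all 18438 tested genes, chosen without use of the genotype, the first principal component of the log2 CPM values held 36.4% of the variance, the second 20.3% and the third 16.2%. On the first component the CTRL libraries had scores of -49.7, -10.8 and -27.0 and the libraries labelled RbpjΔEC had scores of 30.3, 43.1 and 14.2. The groups did not overlap (exact permutation test on 3 libraries against 3, two-sided, p = 0.1, the smallest p this design allows). The choice of genes moved this share most. On the 370 genes with the largest difference between the genotypes the first component held 89.9%. With 370 genes chosen in the same way for each of the other splits of the 6 libraries into 3 and 3, the first component held between 67.5% and 81.3%.

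**Figure D1:**
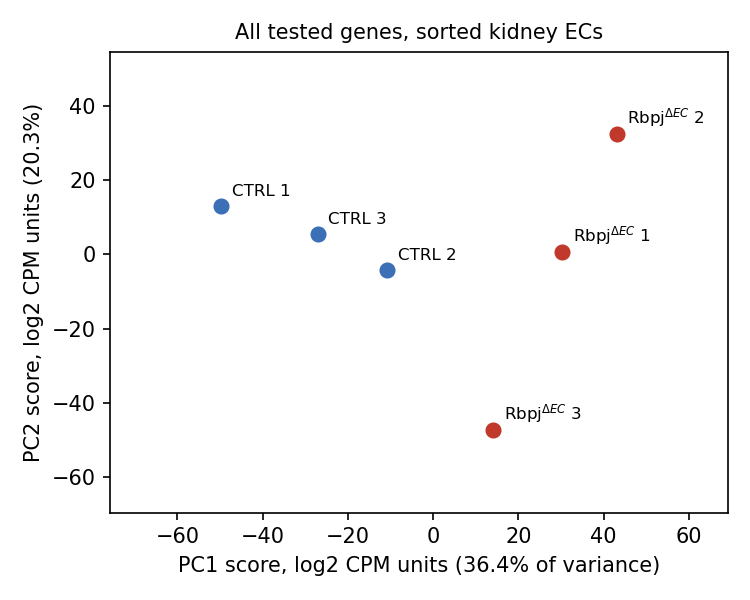
Scores of the 6 libraries on the first (x axis) and second (y axis) principal component of log2 CPM over all tested genes, one point per library, CTRL in blue and RbpjΔEC in red. The CTRL libraries lie between -49.7 and -10.8 on the first component and the RbpjΔEC libraries between 14.2 and 43.1.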

Principal component analysis revealed predominant clustering by genotypes, corroborating genetic interference in mutant kidney ECs (Fig. 5A). *Hey1* and *Jag1* were downregulated in *Rbpj*^*ΔEC*^ endothelial cells, corresponding to whole kidney QRT results (DeSeq2 results are provided in Supplementary Data file 1, a heatmap of differentially regulated genes in Suppl. data file 4; a Volcano plot with differentially regulated genes in Supplementary Fig. 5D). 

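Rbpj (ENSMUSG00000039191.12), on chromosome 5 of GRCm38 from 53466152 to 53657362, had 29.2 ± 0.964 CPM (SD, n = 3) in CTRL and 28.2 ± 1.87 CPM (SD, n = 3) in the libraries labelled RbpjΔEC. Its counts were 1127, 1408 and 1259 in CTRL 1 to 3 and 1294, 1094 and 1187 in RbpjΔEC 1 to 3. The log2 fold change was -0.05 (standard error 0.0867, adjusted p = 0.793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts cover the whole gene, so they do not show the floxed part alone, and the group of a library rests on its label. Hey1 (ENSMUSG00000040289.8), a Notch target on chromosome 3 from 8663359 to 8667256, had 19.7 ± 2.93 CPM (SD, n = 3) in CTRL and 11.7 ± 2.83 CPM (SD, n = 3) in RbpjΔEC. Its log2 fold change was -0.76 (standard error 0.176), lower in every RbpjΔEC library than in every CTRL library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Its adjusted p of 0.0722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass 0.05, while DESeq2's Wald test gave an adjusted p of 0.00285. Without 1 library in turn, its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was between 0.0105 (without RbpjΔEC 3) and 0.249. Jag1 (ENSMUSG00000027276.7), which encodes a Notch ligand and lies on chromosome 2 from 137081456 to 137116644, had 130.9 ± 13.5 CPM (SD, n = 3) in CTRL and 90.2 ± 10.8 CPM (SD, n = 3) in RbpjΔEC. The log2 fold change of Jag1 was -0.54 (standard error 0.100, adjusted p = 0.0368 from the edgeR test with Benjamini-Hochberg adjustment), and it did not pass without CTRL 3 (0.147), RbpjΔEC 1 (0.150) or RbpjΔEC 2 (0.116).
Over all tested genes, 106 were higher and 103 lower in the libraries labelled RbpjΔEC at an adjusted p under 0.05. All 209 had no overlap between the groups, which held for 23.0% of the tested genes against 10% by chance. With no low-count filter this number rose most, to 1436, while the 2 other filters tried gave 221 and 224. It fell most without RbpjΔEC 1, to 21, and was 700 without CTRL 2. DESeq2's Wald test without a prior on fold changes called 584 genes. Scaling to library size alone moved the median of all genes from 0.01 to 0.05 and gave 159 higher and 82 lower genes.

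**Figure D2:**
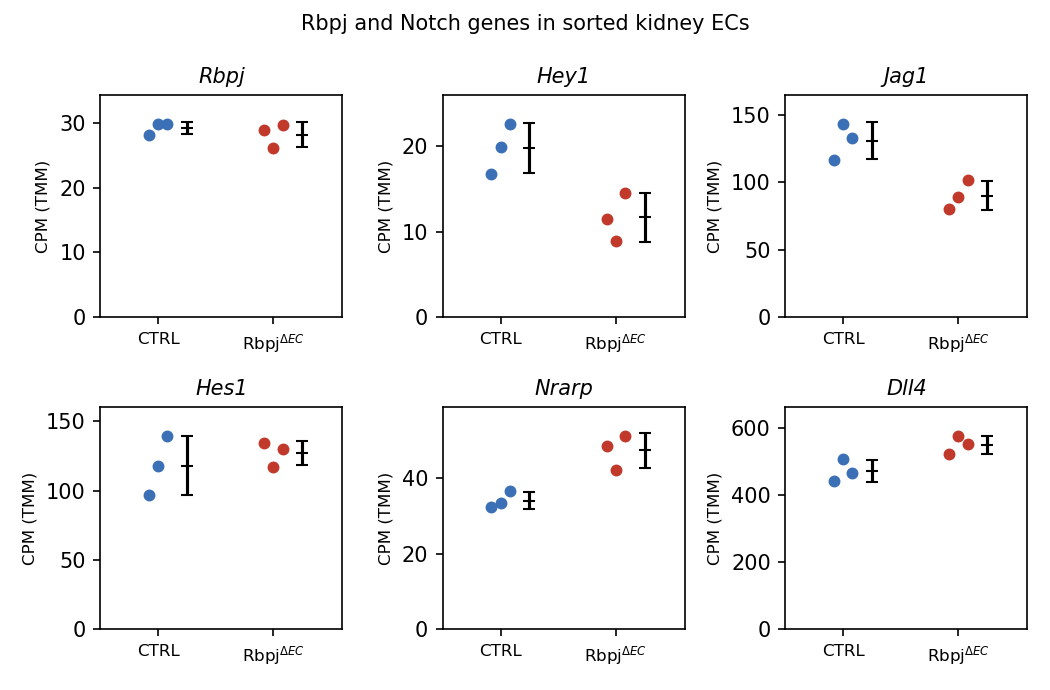
TMM-normalized CPM (y axis, from 0) of Rbpj and 5 genes of the Notch pathway in the 3 CTRL (blue) and 3 RbpjΔEC (red) libraries, one point per library, with the mean and SD of each group beside the points. Hey1 and Jag1 lie lower in every RbpjΔEC library and Nrarp and Dll4 lie higher, while Rbpj had 29.2 CPM in CTRL and 28.2 CPM in RbpjΔEC.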

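At an unadjusted p under 0.05, 1638 of the tested genes were higher and 1589 lower in the libraries labelled RbpjΔEC, with a median log2 fold change over all genes of 0.01. This near-even split depends on the scaling, since library size alone gave 2127 higher and 1141 lower genes. The GO gene sets of the paper were not used here. In their place, 19 lists of genes with at least 3 tested members were compared between the groups with limma's camera at a preset correlation of 0.01. Of these, 11 passed an adjusted p of 0.05 over the lists, 2 of them higher and 9 lower in RbpjΔEC. Under fry, which uses the correlation in the data, 10 lists passed, and 9 passed both tests. With the correlation estimated from the data in camera, 0 lists passed after adjustment, while the cortical artery and mural lists had an unadjusted p under 0.05 (0.0190 and 0.0426).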

Using gene set enrichment analysis (GSEA), we found that loss of *Rbpj* in kidney ECs resulted in 1837 gene sets being significantly downregulated, while 123 gene sets were significantly upregulated. A selection of up- and downregulated Gene Ontology (GO) terms with their respective normalized enrichment score (NES) is shown in Fig. 5B (full results in Supplementary Data file 2). On whole gene expression level, endothelial cell differentiation gene signatures, matrix organization and EC barrier function along with Notch signaling signatures were significantly downregulated in mutant EC.

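A list of 18 genes of the Notch pathway had a median log2 fold change of -0.15 in the libraries labelled RbpjΔEC, with 12 genes lower and 6 higher (camera, adjusted p = 0.0314 over the lists). At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Jag1 was lower and Nrarp higher, and adjusted over the list alone 4 genes were lower and 2 higher. Nrarp had 34.0 ± 2.23 CPM (SD, n = 3) in CTRL and 47.3 ± 4.58 CPM (SD, n = 3) in RbpjΔEC, a log2 fold change of 0.47 that did not pass without CTRL 1, CTRL 3 or RbpjΔEC 1 (adjusted p up to 0.165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hes1 had 118.1 ± 21.3 CPM (SD, n = 3) in CTRL and 127.1 ± 8.91 CPM (SD, n = 3) in RbpjΔEC, within the spread of the libraries, and its log2 fold change of 0.11 changed sign to -0.022 without CTRL 1. A list of 14 genes that ECs of all kinds express had a median log2 fold change of -0.17 (camera, adjusted p = 0.0115), with 4 genes lower and 0 higher when adjusted over the list alone, 0 over all genes, and 4 lower and 1 higher at an unadjusted p under 0.05. This list did not pass under fry (adjusted p = 0.0869).
The leading-edge genes that the paper lists for the selected terms were chosen in these libraries for their direction, so that direction carries no independent evidence. Of 41 tested leading-edge genes of Notch signaling, 5 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of -0.33. For EC differentiation this was 6 of 47 genes with a median of -0.27, for collagen fibril organization 2 of 18 with -0.51, and for the endothelial barrier 0 of 24 with -0.23, where 11 were lower at an unadjusted p under 0.05.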

**Fig. 5:**
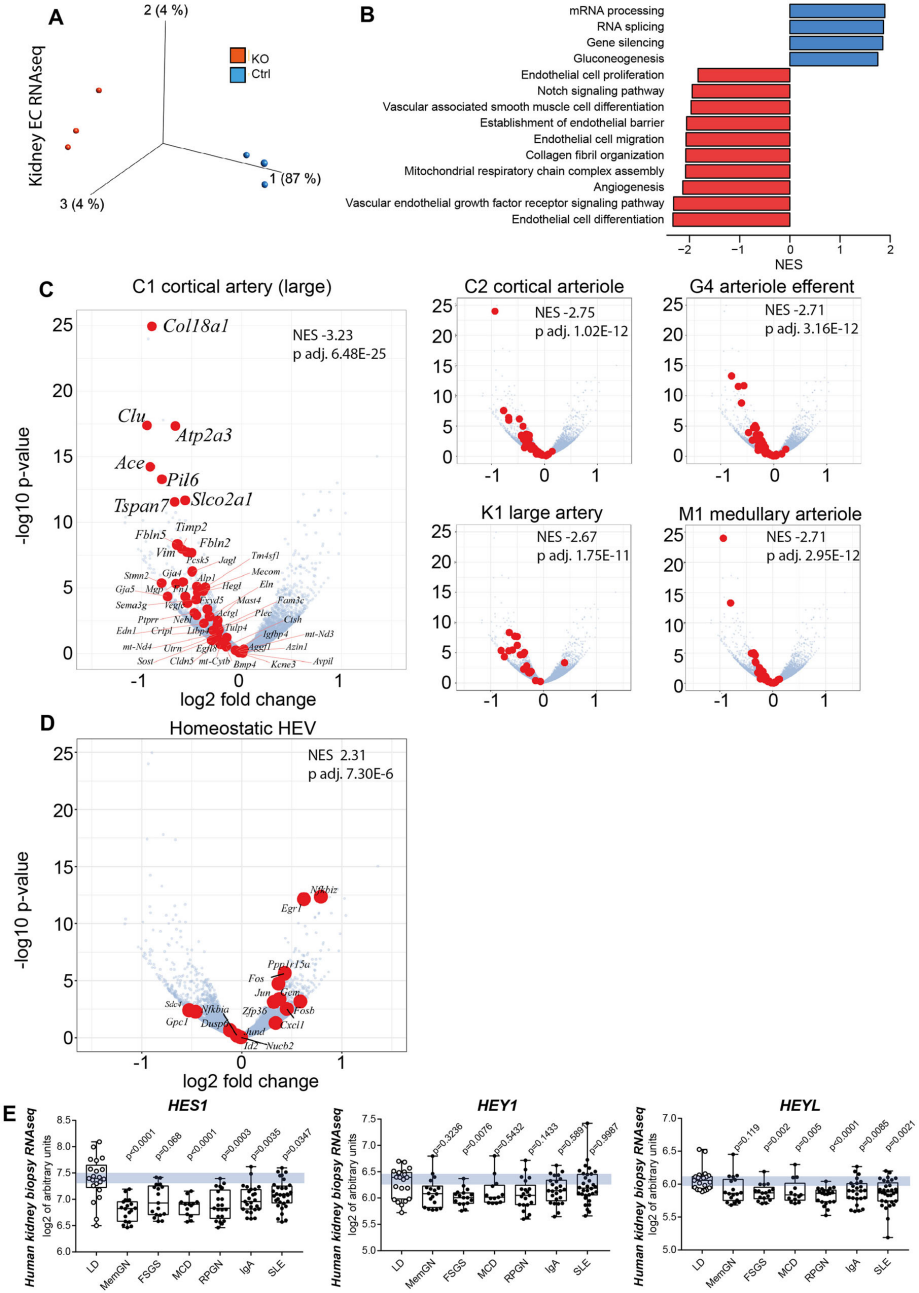
Kidney endothelial cell RNAseq and gene set enrichment analysis (GSEA). **A** Principal Component Analysis of *Rbpj*^*ΔEC*^ vs. Control kidney EC transcription analysis, *n* = 3/group, (Variance filtering 0.05, Student’s T test followed by the B-H correction (*p* < 0.02, FDR < 0.0199731) showing biological replicates of each group clustering together (370 genes) (more information in “Methods”). **B** GO-term GSEA—selected significantly up- (red) and downregulated (blue) gene sets sorted by normalized enrichment score (NES). **C** Volcano plots of individual genes with expression changed in *Rbpj*^*ΔEC*^ compared to control, with log_2_ (fold change) on *x*-axis and –log_10_ (adjusted *p*-value) on the *y*-axis; in red, genes belonging to selected marker gene sets for different kidney arterial segments (from refs. ^49,50^). NES and *p* value upper right corners; see “Methods” (GSEA) for statistics. **D** Homeostatic HEC marker gene set from^12^ in red in same volcano plot, NES and p value upper right corner. See Methods (GSEA) for statistics. **E** Human kidney biopsy RNAseq (GSE: EC Notch target genes in different glomerular diseases downregulated as compared to living kidney donor biopsies as control. Abbreviations and sample number: LD, living kidney donor (*n* = 21); MemGN, membranous glomerulonephritis (*n* = 18); FSGS, focal segmental glomerulosclerosis (*n* = 17); MCD, minimal change disease(*n* = 13); RPGN, rapid-progressive glomerulonephritis (*n* = 21); IgA, Iga-Nephritis (*n* = 25); SLE, systemic lupus erythematodes (*n* = 32). Single samples (dot) plus mean, IQR (box) and total range (min-max: whiskers). Statistic: Brown-Forsythe and Welch (1 way) ANOVA with Dunnet’s multiple comparisons; exact adjusted p-values: *HES1*, compared to LD: MemGN <0.0001; FSGS, 0.068; MCD, <0.0001; RPGN, 0.0003; IgA, 0.0035; SLE, 0.0347. *HEY1*, compared to LD: MemGN, 0.3236; FSGS, 0.0076; MCD; 0.5432; RPGN, 0.1433; IgA, 0.5891; SLE, 0.9987. *HEYL*, compared to LD: MemGN, 0.119; FSGS, 0.002; MCD, 0.0050; RPGN, < 0.0001; IgA, 0.0085; SLE, 0.0021. Source data are provided as supplementary files.

To compare the observed gene expression pattern changes of renal EC to previously described gene signatures derived from single-cell RNAseq analysis of various kidney EC populations, we first performed GSEA with defined renal arterial cell transcriptomic signatures^49,50^. In each arterial transcriptomic signature - i. e. large artery, cortical artery, cortical arteriole, medullary arteriole, arteriole efferent—significant and consistent downregulation was registered in *Rbpj*^*ΔEC*^ EC (Fig. 5C). In contrast, GSEA using as gene signature the transcriptomic profiles of homeostatic HEC^12^ revealed significant upregulation in mutant EC (NES = 2.3, Fig. 5D). Together, these findings demonstrate that loss of renal endothelial Notch signaling induces an EC phenotype shift characterized by renal arterial dedifferentiation and HEC gene upregulation.

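Fig. 5C labels 50 genes of the cortical artery signature, of which 49 were tested. The labels of the other arterial signatures in that figure were not analysed here. Of the 49 genes, 48 were lower in the libraries labelled RbpjΔEC, with a median log2 fold change of -0.48 (camera, adjusted p = 3.9e-19 over the lists, and 0.0221 under fry). Against the mean of the CTRL libraries, the median of the set was -0.48, -0.55 and -0.36 in RbpjΔEC 1 to 3 and -0.04, -0.06 and 0.09 in CTRL 1 to 3. The normalized enrichment score (NES) over the ranked genes was -3.19, with p = 2e-04, the smallest that 10000 permutations of genes can give. Permuting genes rather than libraries takes no account of correlation between genes. With that correlation estimated from the data, camera gave an unadjusted p of 0.0190 and 0.199 adjusted over the lists. Across the 6 fits that each left out 1 library the NES was between -3.28 and -2.97. A ranking by log2 fold change moved it most, to -2.59. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 genes were lower and 0 higher, and adjusted over the list alone 32 were lower and 0 higher (34 and 0 at an unadjusted p under 0.05). Col18a1, which encodes a basement membrane collagen, had 147.5 ± 7.87 CPM (SD, n = 3) in CTRL and 76.4 ± 6.31 CPM (SD, n = 3) in RbpjΔEC, a log2 fold change of -0.95. The log2 fold change was -1.05 for Clu, -1.03 for Ace, -0.69 for Atp2a3 and -0.59 for Slco2a1. Together the tested genes of the set held 11839 ± 550 CPM (SD, n = 3) in CTRL and 9149 ± 747 CPM (SD, n = 3) in RbpjΔEC. A separate list of 18 arterial genes, 17 of them tested, had a median of -0.23 (camera, adjusted p = 0.000678) with 7 genes lower and 2 higher when adjusted over the list alone and 0 past the threshold over all genes (8 lower and 2 higher at an unadjusted p under 0.05). A list of 11 tested venous genes, 7 lower and 4 higher, had a median of -0.11 (camera, adjusted p = 0.0505, fry 0.201), which was -0.21 without CTRL 2 and -0.044 without RbpjΔEC 3. This list shared 6 of its 12 genes with other lists, 2 of them with the pan-endothelial list, so it does not measure venous identity alone. Of its genes, 3 were lower and 0 higher when adjusted over the list alone, and 1 lower and 0 higher over all genes (4 lower and 0 higher at an unadjusted p under 0.05). That gene, Vwf, had 57.4 ± 8.15 CPM (SD, n = 3) in CTRL and 34.1 ± 1.23 CPM (SD, n = 3) in RbpjΔEC, and the log2 fold change of Vwf was -0.75 (adjusted p = 0.00691 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0635 without RbpjΔEC 1). Genes of mural cells, the smooth muscle cells and pericytes around vessels, were also lower in the same libraries, with a median log2 fold change of -1.15 over 11 genes.

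**Figure D3:**
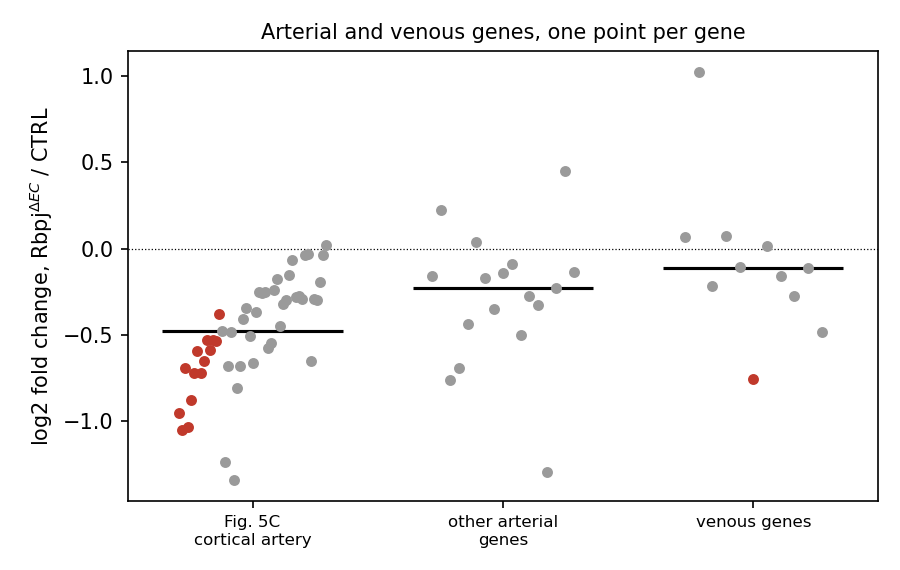
Log2 fold change between RbpjΔEC and CTRL (y axis) of each tested gene in 3 lists of arterial and venous genes (x axis), one point per gene. Red points have an adjusted p under 0.05, grey points do not, and the horizontal lines are the medians of -0.48, -0.23 and -0.11.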

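All 16 genes labelled in Fig. 5D were tested. In the libraries labelled RbpjΔEC 10 were higher and 6 lower, with a median log2 fold change of 0.41 (camera, adjusted p = 0.00175 over the lists, and 0.0221 under fry). With the correlation between genes estimated from the data, camera gave an unadjusted p of 0.0636. The NES over genes ranked by the edgeR statistic was 2.26 (p = 2e-04, the smallest that 10000 permutations of genes can give), between 2.04 and 2.25 without 1 library in turn, and 1.23 (p = 0.2) with a ranking by log2 fold change. Egr1 had 539.4 ± 40.7 CPM (SD, n = 3) in CTRL and 854.0 ± 79.3 CPM (SD, n = 3) in RbpjΔEC, a log2 fold change of 0.66 (standard error 0.0867, adjusted p = 0.00650 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nfkbiz rose by 0.88, Ppp1r15a by 0.46 and Fos by 0.46 on the log2 scale, each past the same threshold. Egr1 did not pass without CTRL 3 (adjusted p = 0.0597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the other 3 genes did not pass without CTRL 1, CTRL 3, RbpjΔEC 1 or RbpjΔEC 2. Gem rose by 0.42 and did not pass. Adjusted over the list alone, 10 genes were higher and 2 lower. The 2 lower genes were Sdc4 (log2 fold change -1.05) and Gpc1 (-1.67), named after their values were seen. Of 39 tested immediate-early genes outside this set, which respond within minutes to many stimuli, 36 were higher, with a median log2 fold change of 0.43 (camera, adjusted p = 3.2e-12). Of 21 tested genes of PNAd synthesis and HEV identity, 7 were higher and 14 lower, with a median of -0.12 (camera, adjusted p = 0.0871) and 0 genes past the threshold over all genes (2 higher and 4 lower at an unadjusted p under 0.05).

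**Figure D4:**
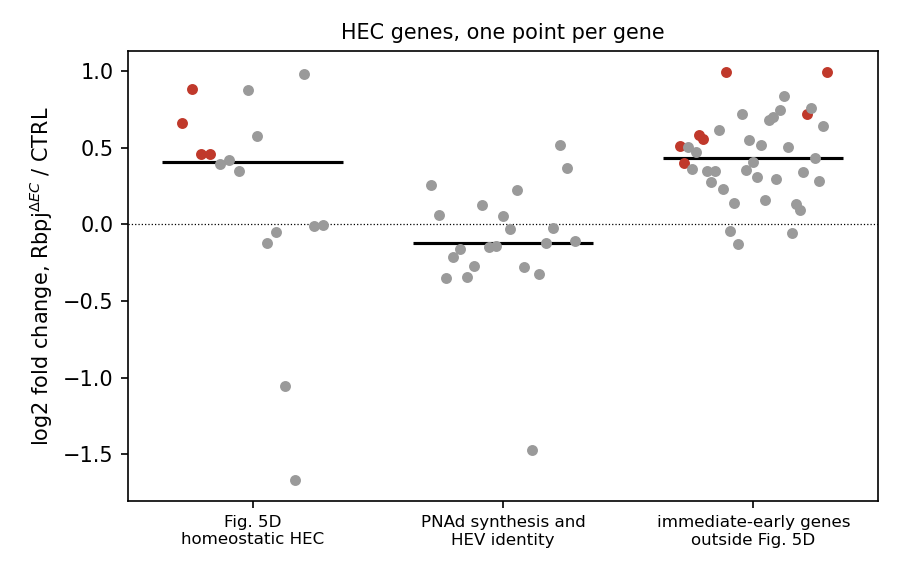
Log2 fold change between RbpjΔEC and CTRL (y axis) of each tested gene in 3 lists (x axis), the genes labelled in Fig. 5D, genes of PNAd synthesis and HEV identity, and immediate-early genes outside Fig. 5D. Each point is 1 gene, red with an adjusted p under 0.05 and grey otherwise, and the horizontal lines are the medians of 0.41, -0.12 and 0.43.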

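The arterial set fell in each of the 3 libraries labelled RbpjΔEC relative to the CTRL mean, and the median of the homeostatic HEC set relative to that mean was 0.44, 0.51 and 0.26 in RbpjΔEC 1 to 3. From the lower arterial signatures and the higher homeostatic HEC signature, the paper concludes that ECs without Notch signaling lose arterial differentiation and raise HEC genes.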

Since our data suggested a close link between loss of endothelial Notch signaling and TLS formation we next analyzed the expression of Notch target genes in various kidney diseases associated with TLS formation in the European Renal cDNA Bank (ERCB) cohort repository^51^. To this end, we compared human kidney biopsy RNAseq datasets from healthy living kidney donors with various forms of inflammatory glomerulonephritis causing either nephrotic syndrome (focal segmental glomerulosclerosis (FSGS), minimal change disease (MCD), membranous glomerulonephritis) or nephritic syndrome (IgA-nephritis, systemic lupus erythematodes (SLE), rapid-progressive glomerulonephritis (RPGN)). Expression of the Notch target gene *HES1* was significantly and uniformly decreased in all disease entities compared to living donor (Fig. 5E). Furthermore, while expression of the Notch target *HEY1* was significantly downregulated only in FSGS, the Notch target and related gene product *HEYL* was significantly decreased in all inflammatory kidney diseases except membranous GN. This demonstrates that Notch downregulation is associated with TLS-forming chronic inflammatory kidney diseases, which may indicate involvement in human TLS formation.

Finally, to test whether loss of vascular-arterial EC Notch signaling is sufficient to induce TLS formation, we generated arterial EC-specific *BMXCre*^*ERT2*^*;Rbpj*^*fl/fl*^ mice (*Rbpj*^Δ*aEC*^)^52^ and repeated the experiment (Supplementary Fig. 6A). By flow cytometry we found no increase in CD19+B220+ B cells in kidney and liver in *Rbpj*^Δ*aEC*^ mice (Supplementary Fig. 6B), nor an increase in dendritic cells, as would be expected in TLS (Supplementary Fig. 6C). Histologically, there were no observable perivascular B cell infiltrates in *Rbpj*^Δ*aEC*^ kidney, liver or heart (Supplementary Fig. 6D). To evaluate Cre-dependent targeting in this adult mouse model we analyzed Cre-dependent reporter gene expression in the kidney of BmxCre^ERT2^; *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J mice (*BmxCre*^*ERT2*^*;mTmG*). While EC recombination in proximal segmental arteries was generally high, recombination in second and third-order renal arteries was incomplete (Supplementary Fig. 6E). Thus, our data suggest that loss of proximal arterial EC Notch signaling is not sufficient to induce TLS formation. The role of lower segmental arterial EC Notch signaling in TLS formation deserves further study.

We here show that loss of endothelial Notch signaling in adult mice induces the spontaneous formation of bona fide TLS, based on molecular, cellular, and structural criteria, in several parenchymatous organs. This effect is mediated by the endothelium of blood vessels, but not lymphatics, since a lymphatic-EC-specific targeting strategy did not result in TLS formation; nor was this secondary to heart failure alone. While our screening analysis of mutant mice did not find evidence for TLS formation in the heart, this certainly does not rule out the possibility of TLS formation in the heart, which might occur in structures not included in our analysis or in a different time frame.

TLS formation in mutant mice occurred in a stereotypical manner around second and third-degree renal arteries, which was also observed in several unrelated conditions of kidney injury and during physiological aging in both human and mouse kidneys^10^. This is a so far underappreciated pattern of renal TLS organization. Interestingly, TLS generation has also been described around major non-renal arteries during atherosclerosis development^23,53^, which suggests a general mechanism of TLS formation guided by arterial structures. Systematic studies are required to investigate this hypothesis further.

A key role for arteries in the generation of local TLS is also suggested by the fact that arteries in the center of TLS displayed key features of a HEC phenotype: EC decorated with PNAd at the luminal side, leukocyte pockets, integration into FRC conduit networks expressing CXCL13 and, by experimental design, low Notch signature^9,11^. Why cuboidal EC shape was not observed is unclear, but EC height is sensitive to vasoconstriction, pressure, and most importantly, tissue fixation, which could account for the flat appearance of EC^54^. However, apical PNAd expression, together with the absence of MAdCAM-1, is a key feature of mature HEC in peripheral LN HEV mediating lymphocyte recruitment in a CD62L-dependent manner^55^, which, in combination with leukocytes in subendothelial pockets, suggests acquisition of HEC function after Notch loss-of-function. In addition, upregulation of several cell-adhesion molecules, such as *Sell, Selp, Madcam1,* or *Vcam1*, was observed in whole kidney RNA, which was not reflected in EC transcriptomic analysis (Supplementary Table 1), suggesting that upregulation of these cell-adhesion molecules occurs in recruited leukocytes or a distinct population of reticular stromal cells of lymphoid tissues, which support lymphocyte recruitment^56^.

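In the sorted ECs, Vcam1 had 103.6 ± 14.6 CPM (SD, n = 3) in CTRL and 93.8 ± 4.82 CPM (SD, n = 3) in the libraries labelled RbpjΔEC, a log2 fold change of -0.14 (standard error 0.0971, adjusted p = 0.477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Selp had 7.17 ± 1.53 CPM (SD, n = 3) in CTRL and 7.80 ± 3.04 CPM (SD, n = 3) in RbpjΔEC, a difference within the spread of the libraries, and its log2 fold change of 0.13 changed sign to -0.17 without RbpjΔEC 1. Madcam1 had 5 counts in CTRL 1, 1 count in RbpjΔEC 1 and 0 counts in the other 4 libraries. Madcam1 was below the filter on low counts and was not tested, and a difference was not detectable at this depth.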

HEC in secondary lymphatic structures develop after birth and express *Nr2f2*, which encodes the master venous regulator NR2F2 (COUP-TFII), a repressor of Notch signaling^19^. At the same time, genes associated with arterial specification, e. g. *Efnb2, Notch1, Dll4,* and several Notch target genes, are uniformly downregulated in HEC, when compared to capillary EC^11^. Conversely, active Notch signaling induces and maintains, in a dose-dependent manner, an arterial EC phenotype^15,44,45,57,58^. In fact, Notch signaling activity defines a developmental trajectory from venous to capillary to early/late arterial EC, in which HECs align to the low Notch signaling spectrum^11,45^.

Maintenance of arterial phenotype requires continuous Notch signaling activated by arterial shear stress, which mediates anti-inflammatory effects of Notch signaling, while deletion of Notch1 induces loss of arterial specification and disruption of anti-inflammatory gene networks, which promotes pro-inflammatory responses of EC and atherosclerosis development^44,57,59,60^. Our finding of a loss of an arterial gene signature in the transcriptome of *Rbpj*^*ΔEC*^ mice—specifically shown in kidney endothelium via RNAseq and GSEA—corroborates the notion of active maintenance of arterial phenotype by Notch signaling, but also demonstrates an EC phenotype shift towards HEC with development of TLS in the kidney. This also provides another basis for the pro-inflammatory effects and atherosclerosis development observed in mice with disrupted endothelial Notch signaling, since atherosclerosis is accompanied by arterial TLS formation^23,57,60^. Furthermore, the reciprocal link between Notch signaling and vascular inflammation^61,62^ might provide a conceptual framework to understand TLS formation via an EC phenotype shift. Pro-inflammatory cytokines and lipids downregulate Notch signaling in arterial EC in vitro and in vivo^60^, which in responsive EC might induce a HEC phenotype shift and local development of TLS. Our data therefore support the hypothesis of an antigen-independent mechanisms of TLS generation mediated by prolonged inflammation^2^, which, via downmodulation of Notch signaling and HEC induction, promotes TLS formation. At the same time, this also implies a novel aspect of endothelial dysfunction, a key driver of vascular disease^63^. A molecular link between loss of Notch signaling, inflammation, and upregulation of PNAd expression is provided by the interaction with NF-kB, which is suppressed by Notch signaling and required for proper PNAd expression and HEC phenotype^64,65^.

Our analysis also revealed that secondary lymphoid tissues, such as lymph nodes and spleen, were largely unaffected in mutant mice, judged by size and cell numbers. A small but significant increase in dendritic cell numbers was noted, which is consistent with TLS development, due to their role in TLS formation^66^. Disruption of endothelial Notch signaling is expected to have the greatest impact in vascular beds with high Notch signaling activity, e. g. arteries and certain capillary beds, but little effects in veins or HEV with low Notch signaling activity^11,45^. Our data therefore are in line with the hypothesis that change in the arterial signature is involved in TLS formation. The capacity to form TLS represents a sustained form of an adaptive immune response arising de novo in affected organs^67–69^. The functional dependence on arterial signature changes, which involves downmodulation of Notch signaling by inflammatory conditions and regional conversion to HEC phenotype, could represent an evolutionary conserved mechanism to assemble lymphoid structures in affected organs, since Notch signaling is an ancient and evolutionary conserved signaling pathway. Our observation also provides a rationale for the described association of old age and development of TLS^10^, since Notch signaling components and Notch-dependent arteries and vascular networks in the bone decrease with age. This decrease can be rescued by endothelial overexpression of Notch, suggesting impairment of endothelial Notch signaling with age^70^. Lastly, the fact that TLSs develop without alteration of secondary lymphoid structures (in terms of size and cell composition, aside from dendritic cell content) even suggest a potential therapeutic angle specific for TLS without affecting secondary lymphoid structures, and thus general immunosuppression.

## Methods

### Mice

*Cdh5Cre*^*ERT2*^*; Rbpj*^*f/f*^ (B6-Tg(Cdh5(PAC)-cre/ERT2)^1R*ha*^ Rbpsuh ^tm3Hon^/Rbrc) were generated by crossing *Cdh5(PAC)-CreERT2* mice^71^ with *Rbpj*^*f/f*^ mice^20^; *BmxCre*^*ERT2*^*;Rbpj*^*f/f*^ mice (B6-Tg(Bmx(PAC)-cre/ERT2)^1R*ha*^ Rbpsuh ^tm3Hon^/Rbrc) were generated by crossing *Bmx(PAC)-CreERT2*^1R*ha*^,^52^ mice with *Rbpj*^*f/f*^ mice^20^. *Cdh5Cre*^*ERT2*^*;TdTomato*^*+/+*^ mice were generated by crossing *Cdh5(PAC)-CreERT2* mice^71^ with B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (Jackson Laboratories Strain #:007914).

*αMHCCre;Stat3*^*f/f*^ mice were described before^39^. *LDLr*^*−/−*^ mice were purchased from Jackson Laboratories (strain 002207,^72^). All mice were housed under specific pathogen-free conditions (Type 22 polysulfon IVC systems with positive pressure) in the animal facility of Hannover Medical School with a 14/10 h light/dark cycle (generated by a 400 lx light source), 21 ± 2 °C ambient temperature and 50 ± 5% relative humidity, and were supplied with autoclaved water and food (Altromin TPF-1324) ad libitum. All experiments were performed with male mice and age-matched littermate controls with the approval of the local animal welfare board (LAVES, Lower Saxony, Animal Studies Committee, protocol numbers 15/1944, 18/2931, and 18/2973; breeding and echocardiography on *αMHCCre;Stat3*^*f/f*^ on protocols 33.12-42502-04-18/2807 and 33.19-42502-05-18A271).

*BMXCre*^*ERT2*^*;mTmG* mice were generated by crossing *BMX(PAC)-Cre/ERT2*^1R*ha*^,^52^ mice with *Gt(ROSA)26SOR*^*tm4(ACTB-tdTomato-EGFP)Luo*^*/J* mice^73^. A recombination control experiment was performed with approval of LANUV, Northrhine-Westphalia, protocol number Az 81-02.04.2019.A114.

*Prox1Cre*^*ERT2*^*; Rbpj*^*f/f*^ mice were generated by crossing Prox1-ERT2 mice^43^ with *Rbpj*^*f/f*^ mice^20^; and *Prox1Cre*^*ERT2*^*;mTmG* mice were generated by crossing Prox1CreERT2 mice^43^ with *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J mice^73^. Mice were provided water and food (Scientific Animal Food & Engineering, R150) ad libitum. Mice were on a 12 h light/dark cycle and kept at 22 °C ± 2 °C with a relative humidity of 55%±10%. Experiments with these mice were performed with the approval of the Animal Ethics Committee of Vaud, Switzerland, protocol number VD2914.

### Experimental procedures

At 7–9 weeks of age, *Cdh5Cre*^*ERT2*^*; Rbpj*^*f/f*^ mice or Cre-negative littermate controls were injected 1500 µg Tamoxifen i.p. (dissolved in medium chain fatty acids at a dose of 10 mg/ml, volume 150 µl/dose) on five consecutive days and euthanized at the indicated time points. *Prox1Cre*^*ERT2*^*; Rbpj*^*f/f*^ or Cre-negative littermate controls were injected 1500 µg Tamoxifen i.p. (dissolved in medium chain fatty acids at a dose of 10 mg/ml, volume 150 µl/dose) on five consecutive days. Kidneys were collected and fixed in 4% PFA for histological analysis and immunostaining.

*αMHCCre;Stat3*^*f/f*^ mice or Cre-negative littermate controls were euthanized at 7–8 months of age after verification of heart failure phenotype via echocardiography in sedated mice (2% isoflurane inhalation, connected to a rodent ventilator) using a Vevo 770 (Visual Sonics) as described^74^ and tissues were collected for further analysis. Male LDLr^−/−^ mice underwent unilateral ischemia reperfusion injury (27 min ischemia) of the kidney at 8-10 weeks of age^75^ and were fed a high fat diet (C1090-70) for 10 weeks starting 1 week after surgery.

All animal studies were undertaken in accordance with German Animal Welfare legislation and with the European Communities Council Directive 2010/63/EU for the protection of animals used for experimental purposes. All experiments were approved by the Local Institutional Animal Care and Research Advisory Committee and permitted by the relevant local authority for animal protection.

### Tissue and cell preparation for flow cytometry

Mice were sacrificed and blood was collected from the Vena cava in Na2EDTA containing tubes; spleens, kidneys, bones and para-aortic lymph nodes were excised and kept on ice during preparation. Spleens and lymph nodes were pressed, resuspended in PBS (Millipore) and filtered through a 70 µm mesh; blood and bone marrow from tibia and femur were filtered as above. Erythrocytes were removed from splenic and blood cell suspensions by red blood cell lysis buffer (Biolegend).

Kidneys were minced to small pieces (<1 mm), then digested with Collagenase II (Worthington) 500U/ml for 2× 21 min at 37 °C, interrupted by 1–2 courses of tissue dissociation (GentleMACS, program B). Cells were washed with PBS and filtered through a 70μm mesh several times before proceeding with staining. For CD23 staining experiments, kidneys were pressed and filtered as indicated above and lymphocytes were isolated using double (70–40%) percoll (GE Healthcare) density gradient centrifugation. After extensive washing cells from all organs were resuspended into PBS, counted using a Countess II automatic cell counter (Thermofisher Scientifics) and used for flow cytometry.

### Flow cytometry

Cells were resuspended in buffer containing 2% fetal calf serum (Biochrom), 2 mM Na2EDTA (Roth) and 0.05%NaN3 (AppliChem) and stained using antibodies listed in the table after Fc receptor blocking with TrueStain fcX anti-CD32/16 (Clone 93, Biolegend). Biotinylated antibodies were bound by Streptavidin PE-Dazzle 594.

Propidium Iodide (Fluka) was used to exclude dead cells. Cells were analyzed on LSR II flow cytometer (BD Biosciences, acquisition software BD FACSDiva Software v8.0.1) and data were analyzed using FlowJo software v8.0.1 (TreeStar). List of antibodies and dilutions used for flow cytometry in Supplementary Table 1.

### Kidney endothelial cell isolation

For purification of EC from kidneys, we combined MACS-based pre-enrichment and FACS strategies. Single-cell suspensions were prepared from kidneys as described above. After Fc block and subsequent staining with anti-CD31-PE and anti-CD45-FITC, cells were washed and incubated with 1:5 diluted anti-PE microbeads (Miltenyi Biotech, 130-048-801) for 15 min. Positive selection of magnetically labeled cells was performed using LS columns and MidiMax Separator in combination with MACS Multistand (all from Miltenyi Biotec) according to manufacturer’s instructions. After elution from columns, cells were pelleted, filtered through 40 µm mesh and proceeded for sorting on a FACSAria IIu cell sorter (Becton-Dickinson). Total yield of EC (CD31+CD45− cells) was about 5 × 10^5^ to 1 × 10^6^ live cells per kidney. RNA was isolated directly after sorting using a Qiagen RNEasy micro kit according to the manufacturer’s protocol.

### RNA sequencing

#### Library generation

Two nanograms of total RNA were used for library preparation with the ‘SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian’ (#634413; Takara/Clontech) according to conditions recommended in user manual #063017. Generated libraries were barcoded by dual indexing approach and were finally amplified with 12 cycles of PCR. Fragment length distribution of generated libraries was monitored using the ‘Bioanalyzer High Sensitivity DNA Assay’ (5067-4626; Agilent Technologies). Quantification of libraries was performed by use of the ‘Qubit® dsDNA HS Assay Kit’ (Q32854; ThermoFisher Scientific).

#### Sequencing run

Equal molar amounts of six libraries in total were pooled for a common sequencing run. Accordingly, each analyzed library constitutes 16.6% of overall flowcell capacity. The library pool was denatured with NaOH and was finally diluted to 2 pM according to the Denature and Dilute Libraries Guide (Document # 15048776 v02; Illumina). A volume of 1.3 ml of denatured pool was loaded on an Illumina NextSeq 550 sequencer using a High Output Flowcell for single reads (20024906; Illumina). Sequencing was performed with the following settings: Sequence reads 1 and 2 with 38 bases each; Index reads 1 and 2 with 8 bases each.

#### BCL to FASTQ conversion

BCL files were converted to FASTQ files using bcl2fastq Conversion Software version v2.20.0.422 (Illumina).

#### Raw data processing and quality control

Raw data processing was conducted by use of nfcore/rnaseq (version 1.4.2) which is a bioinformatics best-practice analysis pipeline used for RNA sequencing data at the National Genomics Infrastructure at SciLifeLab Stockholm, Sweden. The pipeline uses Nextflow, a bioinformatics workflow tool. It pre-processes raw data from FastQ inputs, aligns the reads and performs extensive quality control on the results. The genome reference and annotation data were taken from GENCODE.org (Mus musculus; GRCm38.p6; release M25).

#### Normalization and differential expression analysis

Normalization and differential expression analysis were performed with DESeq2^76^ (Galaxy Tool Version 2.11.40.2) with default settings except for “Output normalized counts table”, “Turn off outliers filtering”, and “Turn off independent filtering”, all of which were set to “True”.

Output counts were used for further analysis with Qlucore Omics explorer (Sweden). Data were log2 transformed, 1.1 was used as a threshold and low expression genes (<30 reads in all samples) were removed from the analysis.

Principal component analysis (PCA) was performed on 370 differentially expressed genes (DEGs) after variance filtering (filtering threshold 0.05) selected by two-tailed Student’s t test with the Benjamini-Hochberg (B-H) correction (p < 0.02, FDR < 0.0199731). 

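The paper's selection of genes was repeated on the counts after DESeq2's normalization. After removal of genes under 30 in all libraries and of genes with a standard deviation under 0.05 of the largest, 7792 genes were compared between the groups with an equal-variance two-sample statistic. At a Benjamini-Hochberg adjusted value under 0.02, 0 genes passed, while 578 had an unadjusted value under 0.02. The smallest adjusted value was 0.179. With the variance filter left out, or with another floor on low values, 0 genes passed as well. The gene at position 370 by this statistic had an unadjusted value of 0.0121 and an adjusted value of 0.254.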

The DEG list was used for generation of PCA plot using built in functionality in Qlucore omics explorer with default settings.

### Gene set enrichment analysis (GSEA)

GSEA was conducted according to the method described in 2005^77^ using the gene sets of the Gene Ontology (GO) Biological Processes resource^78,79^. 

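On the counts normalized with DESeq2's size factors, 18391 genes had a mean log2(normalized count + 1) above 3.23. The Wald statistic over these genes gave an NES of -3.21 for the cortical artery set and 2.25 for the homeostatic HEC set.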

First, genes were filtered to only retain the ones that had a mean expression level above log_2_(normalized counts+1) = 3.23, which yielded 18,862 genes. Next, the ordered Wald statistics calculated by DESeq2 were provided to the “gseGO” function of the clusterProfiler package (v. 4.0.5^80^) in R (v. 4.0.1), using parameters eps = 1e-60, minGSSize = 30, and maxGSSize = 2000. With this method, an enrichment score (ES) was calculated for each gene set by decreasing or increasing a Kolmogorov-Smirnov statistic according to the magnitude of the Wald statistic of each gene (using p = 1 as in Equation 1 of Subramanian et al, 2005). One thousand permutations were performed to obtain randomized ES and calculate the normalized enrichment score (NES) by dividing the real ES by the mean of the randomized ES values. The p-value associated with each gene set was adjusted by using the Benjamini-Hochberg procedure^81^.

The list of significant gene sets with adjusted p-value < 0.05 was manually parsed and representative GO terms were selected to create a barplot of normalized enrichment scores (full GSEA results in Supplementary Table 1). Finally, we used the same methods and functions to calculate enrichment scores, normalized enrichment scores and p-values for a custom list of gene signatures that we compiled from kidney endothelial single-cell RNAseq publications, defining arterial EC or HEC^12,49,50^.

### Gene array data analysis

Tubulointerstitial *Hey1*, *Hes1,* and *HeyL* expression were analyzed in public datasets from the European cDNA bank cohort, the Nephrotic Syndrome Study Network, and the Vasculitis Clinical Research Consortium^51^ obtained at NCBI GSE104948, and GSE104954.

### Quantitative real-time PCR analysis

Total RNA was purified from cell lysates using Nucleospin RNA II kit (Macherey Nagel). After purity and quality check, RNA was transcribed into cDNA employing a cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. Quantitative real-time PCR was performed using specific primers (see Supplementary Table 5) with FastStart Essential DNA Green Master Mix on a LightCycler 96 system from Roche (acquisition software: LightCycler96 Version 1.1.0.1320 (© 2011 Roche Diagnostics International)) according to the manufacturer’s instructions. The expression of each specific gene was normalized to the expression of *Rps9* and calculated by the comparative CT (2^-ΔΔCT^) method^82^. Primer sequences in Supplementary Table 2.

### Tissue fixation, embedding, and stainings

Immunohistochemistry and immunofluorescence staining in mice were performed as previously described^18^ with modifications. Mice were euthanized; kidney, liver, lung, spleen, heart and mesenterial lymph nodes were isolated and fixed in 4% buffered paraformaldehyde (PFA). Organs were either embedded in paraffin or cryopreserved in sucrose and embedded in Tissue-tek O.C.T. compound (Sakura, Germany). Paraffin blocks were cut with a rotation microtome (Leica) at 1–2 µm thickness and stained according to routine histological protocols (hematoxylin eosin, periodic acid Schiff, Masson trichrome, Sirius red).

O.C.T.-embedded kidneys were cryosectioned into 6-μm sections and mounted on Superfrost slides (Fisher Scientific). For immunofluorescence and laser scanning microscopy, sections were washed in 1X PBS, blocked in 10% normal donkey serum (Vector Laboratories), and incubated with primary Abs (against PDPN, Clone RTD4E10, abcam ab11936, dilution 1:400; Lyve1, R&D, BAF2125, dilution 1:100; B220, Clone RA3-6B2, Life Technologies 14-0452-82, dilution 1:100; CD3, DAKO A0452, dilution 1:100; CXCL13, R&D, AF470, dilution 1:1000; KI67, Thermo Fisher 14-5698-82, dilution 1:100; NG2, Millipore #AB5320, dilution 1:100; ER-TR7, BMA, dilution 1:100; Rankl, Clone IK22/5, eBioscience 14-5952-81, dilution 1:100; PNAd, Clone MECA79, Biolegend, dilution 1:100; Erg, Clone EPR3864, Abcam ab92513, dilution 1:400, Prox1, R&D, AF2727, dilution 1:100; CD31, Clone 390, Biolegend 122407, dilution 1:100; anti-GFP, AvesGFP-1010, dilution 1:500) and appropriate fluorescence labeled secondary antibodies (Anti-host, AF488, AF555 or AF647, Life Technologies, dilution 1:500) or with directly labeled antibodies (Anti-asma-AF488, Clone 1A4, BD biosciences, dilution 1:300; asma-Cy3, Clone 1A4, Sigma C6198, dilution 1:300; GL7-FITC, Biolegend 144603, dilution 1:100; IgD-AF647, Clone 11-26c.2a, Biolegend #405707, dilution 1:100; CD21/35-FITC, Clone 7G6, BD Pharmingen 561769, dilution 1:100). DAPI (4,6-Diamidino-2-phenylindole, Invitrogen, Germany; dilution 1:2000) was used for counterstaining of nuclei and slides were mounted in Immunoselect Antifading Mounting Medium (Dianova, Germany). For CXCL13 staining, a TSA-Cy3 signal amplification kit was used (SAT704A001KT, Perkin Elmer, USA). Images were acquired using Leica TCS SP8 AOBS (Leica Microsystems, Germany) confocal microscope with a ×20 objective or Zeiss LSM980 confocal microscope (Zeiss, Germany) with a ×25 objective.

### Quantification of TLS area

Kidneys were cut in half along the axial plane and mounted face down, resulting in sections representing the middle of the kidney with hilar, papillar, medullary, and cortical fractions. In PAS stained sections, area covered by mononuclear cells was measured in the periarterial loose interstitial tissue area (vessel nerve sheath) along all (typically longitudinally cut) segmental and all (typically cross sectioned) interlobar arteries per section. As the kidneys/sections were of similar size, we did not normalize the measured area to the section size.

### Whole-mount staining and optical clearing

For CD31-staining, we directly labeled anti-CD31-antibody (clone 390, Biolegend) with fluorochrome AF790 using a direct labeling kit from Thermo Fisher Scientific (Cat: A20189). Five micrograms of antibody in PBS were injected via the tail vein. After 10–30 min, mice were euthanized, perfused through the left ventricle with PBS + 2 mM EDTA and then with buffered 4% PFA.

For whole-mount staining, we followed an adapted iDisco-Protocol^83^ with an added bleaching step and cleared the organs with ethyl cinnamate (ECI^84^). In short, kidneys were harvested and postfixed in 4%PFA for 2 h; dehydrated in ethanol (50%, 70%, 100%) bleached with ETOH with 5% DMSO/ 5%H2O2; rehydrated stepwise; washed; incubated with permeabilization solution^83^ at 37 °C for 2 days; blocked with blocking solution^83^ at 37 °C for 2 days; Incubated with 5 µg/ml anti-B220-AF647 (Clone RA3-6B2, Biolegend #103226) in PTwH/ 5%DMSO/ 3% Donkey Serum, 37 °C, 3 days. Washed 4–5× until the next day; dehydrated in ethanol/H2O series and then cleared in ECI at room temperature. For the B220 and Prox1/LYVE1 costaining, we incubated with anti-Prox1 (R&D AF2727, 1:100) and Anti-LYVE1 (R&D BAF2125, 1:100) for 2 days, washed for 24 h, and incubated with anti-goat-Cy3 (1:500) and anti-B220-AF647 (1:100) for another 2 days at 37 °C. Imaging using light sheet microscopy; for CD31/B220, we used a LaVision BioTec Ultramicroscope (Imaging Center Essen), for B220/Prox1, Lyve1 a LaVision BioTec UltraMicroscope II at Hannover Medical School (different wavelength laser equipment). For 3D Image reconstruction and movie animation, Imaris Software 7.6.5 Version I (Bitplane/Oxford Instruments) was used.

Serum and urine measurements were performed with an automated Olympus AU400.

### Statistics

Results are expressed as box plots with min/max whiskers, mean and 25–75%-range (box) or as scatter dot plots with mean ± standard deviation. *N* numbers are biological replicates of experiments performed at least three times unless otherwise indicated. The significance of differences was calculated using the tests indicated in the respective figure legend (two-tailed Mann–Whitney test unless otherwise stated) with confidence interval of 95%.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study, including raw sequencing files and a table of preprocessed counts per gene per sample, are publicly available in the NCBI’s Gene Expression Omnibus under accession number GSE193544. The mouse reference genome and annotation (GRCm38) used to align sequencing reads are available from GENCODE (https://www.gencodegenes.org/mouse/release_M25.html), and the Gene Ontology gene sets are available here: http://geneontology.org/. Tubulointerstitial Hey1, Hes1, and HeyL expression were analyzed in public datasets from the European cDNA bank cohort, the Nephrotic Syndrome Study Network, and the Vasculitis Clinical Research Consortium^51^, obtained at NCBI: GSE104948, and GSE104954. All other data are provided in the Supplemental Information, Supplemental Data files and the Source Data file accompanying this article. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Loss of vascular endothelial notch signaling promotes spontaneous formation of tertiary lymphoid structures
**Source:** Nat Commun. 2022 Apr 19;13:2022. doi: 10.1038/s41467-022-29701-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary files

File name: Supplementary Data 1

Description: Differential gene expression analysis results obtained by using DESeq2 after RNA sequencing of endothelial cells sorted from kidneys of KO (loss-of-function of Rbpj) mice or control (CTRL) mice. 

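The table lists, for each gene, the mean normalized count, the log2 fold change between the groups with its standard error, the Wald statistic and the adjusted p, followed by the normalized counts of the 6 libraries. The copy used here holds 1981 of 55401 genes, those with the smallest p. The normalized counts computed here from the deposited counts differed from those in the table by at most a relative 5.4e-06. In the paper's table 251 genes were higher and 300 lower at an adjusted p under 0.05, and of these 551 genes, 208 also passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes in the table are shrunken towards 0 by a prior, most for genes with few counts, so they are smaller in size than the log2 fold changes of the edgeR test.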

Results were not calculated for genes that were not detected at all (0 counts). (Excel Table for download.)

File name: Supplementary Data 2

Description: GSEA results obtained with clusterProfiler of the Gene Ontology terms (with function gseGO, see Methods). For GSEA, the Wald statistics of the genes with mean  $\log_2(\text{normalized counts})$  above 3.23 were used. (Excel Table for download.)

File name: Supplementary Data 3

Description: NES values of GO terms selected for Fig. 5B. (Excel Table for download.)

File name: Supplementary Data 4

Description: Heatmap of EC RNAseq significantly changed genes between groups. (High resolution pdf for download.)

File name: Supplementary Movie 1

Description: Wholmount kidney staining and light sheet imaging of CD31 (red) and B220 (green) of Rbpj $\Delta$ EC kidney as in Fig. 2E; 3D reconstruction and movie with IMARIS software. (see file for download.)

File name: Supplementary Movie 2

Description: Wholmount kidney staining and light sheet imaging of Prox1/Lyve1 (purple) and B220 (green) of Rbpj $\Delta$ EC kidney as in Fig. 3E; 3D reconstruction and movie with IMARIS software. (see file for download.)

How the deposited data were processed for this re-analysis (not part of the article)

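RNA from sorted kidney ECs (CD31-positive, CD45-negative) of 3 CTRL and 3 RbpjΔEC mice was analysed, 1 library per mouse. The authors aligned the reads with the nf-core RNA-seq pipeline (version 1.4.2) to GRCm38 with the GENCODE M25 annotation and deposited the counts per gene as whole numbers, without normalization. Groups were taken from the sample labels, which match the paper's groups. The age at harvest in the labels is 1 week above the sum of the induction age and the 12 weeks.
From the deposited counts, TMM factors, CPM, log2 fold changes and p-values were computed in R 4.3.3 with edgeR 4.0.16 (estimateDisp, glmQLFit with robust estimation and glmQLFTest), with Benjamini-Hochberg adjustment over the 18438 genes kept by filterByExpr and a threshold of 0.05. Log2 CPM for the principal components and set tests used a prior count of 2. Set tests used limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry) and fgsea 1.28.0 with 10000 permutations of genes, not of libraries. DESeq2 1.42.0 was run as an alternative with the settings in the paper's methods. Standard errors were taken from the log2 fold change and the quasi-likelihood F. Coordinates, exonic lengths and gene types came from GENCODE M21 on GRCm38, which holds 55141 of the 55401 listed genes and 18411 of the 18438 tested. The authors' counting release was M25, so positions of single genes can differ between the releases.
The genes named in the text were set by a rule before the data were examined: every gene the paper names, the 5 genes with the smallest p in each list together with genes of the Fig. 5C and 5D sets that went against their set past the threshold, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups, and genes within 300 kb of Cdh5. Genes outside this rule are marked where they appear. The lists were written before the data were examined: the genes labelled in Fig. 5C and in Fig. 5D, the genes named in the paper, the Notch pathway, other arterial, venous, PNAd synthesis and HEV identity, immediate-early, pan-endothelial, B cell, T cell, macrophage, tubule, mural, stroma, podocyte, glomerular EC, lymphatic EC, Y chromosome with Xist, and nuclear long noncoding RNA. The T cell list had 1 tested gene and no set test. Some genes are in more than 1 list: 17 of the genes named in the paper, 11 of the Notch pathway, 8 of the other arterial, 7 of the PNAd synthesis, 6 of the venous, 5 of the Fig. 5C, 3 each of the pan-endothelial, stroma, glomerular EC and lymphatic EC lists, and 1 each of the mural and podocyte lists.
The fit was tested on simulated counts drawn from the means, dispersions and library sizes of these libraries. Of 200 genes changed by known fold changes, edgeR recovered 191 (95.5%) and called 19 of 17826 others. With no gene changed it called 1 of 18045. DESeq2 recovered 197 of the 200 and called 43 of 18238 others. The changed genes all had at least 5 CPM, and their log2 changes were larger in size than those of Hey1, Jag1 or Egr1 here. Counts of different genes were drawn independently. The shares recovered therefore do not give the power for smaller changes, for genes with fewer counts or for the 209 genes called here.
The total counts per library, between 39649171 and 47726850, put the floor of 3 counts between 0.0629 and 0.0757 CPM. Fold changes of genes with few counts are imprecise, and counting error alone is smaller than the spread between mice. No pair of libraries in a group had identical counts. All 6 libraries were sequenced in 1 common run, so there was no run batch to separate.
Alternatives covered the normalization, the low-count filter, the test, the replicate number as a block, each library left out in turn, the ranking and the set test. The share of genes lying behind another gene was computed with a stricter distance definition than was first tried, and both are given. The GO gene sets, the other arterial signatures of Fig. 5C and the human biopsy data were not used here. The result for 1 gene is not reported here.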

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

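The values below concern genes and lists that the paper does not discuss and that were higher in the libraries labelled RbpjΔEC than in CTRL. The tests on neighbouring genes and on macrophages were chosen only after the result was seen, and the others before.
The list of immediate-early genes outside Fig. 5D had a median log2 fold change of 0.43, with 36 of 39 tested genes higher (camera, adjusted p = 3.2e-12 over the lists, fry 0.0403, and an unadjusted p of 0.102 with the correlation estimated from the data). At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes were higher, and 25 adjusted over the list alone. The list's median was between 0.39 and 0.52 without 1 library in turn. A trend on gene length and GC content does not account for it, since the median after that trend was taken out was 0.45. A stronger response to tissue digestion and sorting in these libraries remains a candidate explanation. No test of it apart from this rise was run. Induction in the living animal would raise the same genes, and the design, with every mouse digested and sorted, does not separate the 2.
Of the 5 largest rises, Stpg3 rose by 1.50, Cd68 by 1.27, Gm44292 by 1.14, Gm49774 by 1.12 and Dusp5 by 1.01 on the log2 scale. Without 1 library in turn the adjusted p of Cd68 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was between 0.00490 and 0.0917, and it did not pass without CTRL 3, RbpjΔEC 1 or RbpjΔEC 2. Stpg3 and Gm44292 did not pass without CTRL 1, CTRL 3, RbpjΔEC 1 or RbpjΔEC 2, while Gm49774 and Dusp5 passed in all 6 such fits. Neighbouring genes of these 5 were named after their values were seen. Cd68 marks macrophages. The 6 tested genes of the macrophage list were all lower, with a median of -1.11 (camera, adjusted p = 0.0541, fry 0.315), which was -0.42 without CTRL 1, -1.68 without CTRL 2 and -1.71 without RbpjΔEC 3. Against the mean of the CTRL libraries the median was -1.09 in CTRL 2, near the -1.12 of RbpjΔEC 1, so a fall of the list is uncertain. Macrophages as the source of the rise would bring their other abundant transcripts. The 9 list genes besides Cd74 together held 8.10 ± 5.21 CPM (SD, n = 3) in CTRL and 3.38 ± 1.67 CPM (SD, n = 3) in RbpjΔEC, at most 5.30 CPM in 1 library, while Cd68 alone gained 14.1 CPM. Cd74, read apart because it holds most of the list's counts and cells other than macrophages express it, had a log2 fold change of -0.57. The log2 fold change of Cd74 was between -0.85 and -0.28 with 1 library left out. These values argue against macrophages carried along as the source. Cd68 lies 0.783 kb behind Eif4a1 on the same strand, and Eif4a1 rose by 0.69. Stpg3 lies 7.52 kb behind Tubb4b, which rose by 0.19 and did not pass the threshold. Gm44292 overlaps Mxd1 on the same strand and Gm49774 overlaps Hmga1 on the other strand, so their counts are uncertain. Transcription that ran past the end of an upstream gene may add counts to such genes. Among the genes that rose, 39.0% had a protein-coding gene ending within 10 kb upstream on the same strand, above the 14.2% to 30.2% of random genes matched on expression. The share with such a gene starting downstream, 31.4%, was also above its random range of 15.1% to 30.2%, so a higher gene density cannot be told apart from it. With overlapping genes included, the definition tried first, the upstream share was 51.4% of risen, 12.6% of fallen and 31.3% of other genes. For Dusp5, whose nearest such gene lies 153.3 kb away, this was not a candidate.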

How the results depend on the processing

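The choices compared here were set before the data were examined, except 1 named below. The number of genes past the threshold depended on the setting. It was 209 in the edgeR test and 211, 241, 221, 224 and 244 with DESeq2's size factors, library size alone, the filter at 30 counts, the filter at 3.23 and limma-voom. It was 1436 with no low-count filter, 584 with DESeq2's Wald test without a prior and 551 with a normal prior on fold changes. Of the 1436 genes, 1371 were also among the tested genes of the edgeR test with its filter, so most of the added calls fell on genes that the filter keeps. Both fits used the same libraries and test, so the increase came from keeping the low-count genes in the fit. Which step of the fit they acted through was not tested. The 209 genes were all among the 584. Without 1 library in turn the number was from 21 to 700 genes. It was 54 without CTRL 1, 24 without CTRL 3, 21 without RbpjΔEC 1 and 48 without RbpjΔEC 2, and 700 without CTRL 2 and 521 without RbpjΔEC 3. The cause was not tested. Of the 209 genes, 20 were among the 21 and 201 among the 700.
The share of these genes that rose was 50.7%, and 66.0% with library size alone. Without 1 library in turn it was from 29.2% to 57.3%. The first principal component held 36.4% of the variance, 44.5% over the 500 genes with the largest variance, 89.9% over the 370 genes with the largest difference between the genotypes and 42.9% with no low-count filter. Without 1 library in turn it held from 35.4% to 43.2%. No genes passed the paper's selection for its principal components under any of the 4 settings tried, with 578 genes at an unadjusted value under 0.02.
The cortical artery set kept its direction in every setting, with medians from -0.56 to -0.38. It passed in all of them except that, with the correlation estimated from the data, its p was 0.0190 unadjusted and 0.199 adjusted over the lists. The homeostatic HEC set kept its direction. It did not pass with the correlation estimated from the data (median 0.41, unadjusted p = 0.0636) or with a ranking by log2 fold change (NES 1.23, p = 0.2). The cause was not tested. Of the 19 lists with a set test, 11 passed, and 10 to 14 under fry, with DESeq2's size factors, with library size alone and with the replicate block. With the correlation estimated from the data, an alternative for the lists chosen after the data were seen, 0 lists passed (2 at an unadjusted p under 0.05). The cause was not tested. Over these 5 alternatives, 77 of 95 comparisons of lists were the same, 5 became stronger and 13 weaker. Of 1612 comparisons of named genes, 1405 were the same, 94 became stronger, 90 weaker and 23 reversed. Of 36 named genes past the threshold, 8 passed in every setting.
Every named gene that changed its sign had not passed the threshold. For these genes the values are log2 fold changes. Cd79a ranged from -0.23 to 0.28 with 1 library left out, with the other sign without RbpjΔEC 3 (-0.23). Meg3 ranged from -0.71 to 0.14 with 1 library left out, with the other sign without CTRL 2 (0.14). Hes1 ranged from -0.022 to 0.24 with 1 library left out, with the other sign without CTRL 1 (-0.022). Selp ranged from -0.17 to 0.39 with 1 library left out, with the other sign without CTRL 2 (-0.046) and RbpjΔEC 1 (-0.17). The log2 fold change of Nr2f2 ranged from -0.034 to 0.19 with 1 library left out, with the other sign without CTRL 1 (-0.034) and RbpjΔEC 2 (-0.026). Rbpj ranged from -0.089 to 0.0013 with 1 library left out, with the other sign without RbpjΔEC 2 (0.0013). Cx3cr1 ranged from -2.24 to 0.47 with 1 library left out, with the other sign without CTRL 1 (0.47). The log2 fold change of Uty ranged from -0.077 to 0.089 with 1 library left out, with the other sign without CTRL 1 (-0.077) and RbpjΔEC 3 (-0.037). Ddx3y ranged from -0.090 to 0.17 with 1 library left out, with the other sign without CTRL 1 (-0.090). Igkc ranged from -1.62 to 0.068 with 1 library left out, with the other sign without CTRL 2 (0.068). Cmtm4 ranged from -0.046 to 0.067 with 1 library left out, with the other sign without CTRL 3 (-0.046) and RbpjΔEC 3 (-0.034). Gm45887 ranged from -0.40 to 0.24 with 1 library left out, with the other sign without CTRL 1 (0.22), CTRL 3 (0.24), RbpjΔEC 2 (0.0077) and RbpjΔEC 3 (0.10). It also changed sign with library size alone (0.042), with no low-count filter (0.0007), with limma-voom (0.19), with the replicate block (0.090). The cause was not tested.
With the replicate number as a block, 344 genes passed. Each library is from another mouse. Deviations of same-numbered libraries from their group means correlated at 0.0231, 0.00916 and 0.00544 over the tested genes, so no broad pairing was seen. These correlations cannot exclude a shared litter or day that acted on fewer genes, and the labels do not say whether equal numbers share one. Hey1 passed with the block, with an adjusted p of 0.0190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.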

Differences from the paper's values

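The paper's table (Supplementary Data 1) gives 251 genes higher and 300 lower at an adjusted p under 0.05, against 106 and 103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test without a prior gave 262 and 322 and with a normal prior 251 and 300, both among the alternatives set before the data were examined. Without RbpjΔEC 3 the numbers were 188 and 333, and without CTRL 2 the lower genes numbered 299. The other alternatives did not close the gap.
The paper states that 370 genes passed its selection for the principal components, and 0 passed here. None of the alternatives set before the data were examined closed the gap.
For 20 of 67 named genes in the table, the log2 fold change differed from the paper's by more than the larger of the spread and the paper's standard error. The paper's log2 fold changes are on the scale of a normal prior that shrinks them. With that prior, all 67 values fell within the paper's. The edgeR values were Ddr1 -1.33 against the paper's -0.92, Cnmd -1.31 against the paper's -0.96, Angpt1 -1.21 against the paper's -0.89, Aqp2 -2.77 against the paper's -0.37, Csf1r -1.57 against the paper's -0.58, Ptprc -1.44 against the paper's -0.53, Calb1 -1.62 against the paper's -0.36, Pdgfra -1.67 against the paper's -0.83, Col1a2 -1.83 against the paper's -0.67, Lyve1 -1.19 against the paper's -0.42, Umod -1.19 against the paper's -0.49, Hsd11b2 -2.09 against the paper's -1.17, Fam81a -1.09 against the paper's -0.91, Dusp5 1.01 against the paper's 0.88, Stpg3 1.50 against the paper's 0.97, Nfkbid 0.99 against the paper's 0.81, S100g -1.85 against the paper's -1.16, Mmrn1 -1.16 against the paper's -0.54, Ccl21a -1.47 against the paper's -0.67 and Gm44292 1.14 against the paper's 0.87. Apart from the normal prior, the alternatives set before the data were examined that closed the gap were library size alone for Ddr1 and Fam81a, the fit without CTRL 1 for Ddr1, Csf1r, Ptprc, Umod, Stpg3, Nfkbid and S100g, the fit without RbpjΔEC 2 for Ddr1, Csf1r, Ptprc, Calb1, Lyve1, Umod, Fam81a, Dusp5 and Mmrn1, the fit without RbpjΔEC 3 for Cnmd, Dusp5, Stpg3 and Nfkbid, the fit without CTRL 2 for Angpt1, the fit without RbpjΔEC 1 for Ptprc, the fit without CTRL 3 for Dusp5, Nfkbid and Mmrn1. For Aqp2, Pdgfra, Col1a2, Hsd11b2, Ccl21a and Gm44292 no other alternative closed it.
The paper states that Hey1 was lower in the mutant ECs. The log2 fold change of Hey1 was -0.76 here, and its adjusted p of 0.0722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass 0.05. It passed under DESeq2's Wald test (0.00285 without a prior and 0.00290 with one), with the replicate number as a block (0.0190), with no low-count filter (9.26e-07) and without RbpjΔEC 3 (0.0105). The fit with no low-count filter called 1436 genes in all, against 209 with the filter, so its small p is not specific to Hey1.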

Other observations

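The tests on CTRL 1, on Lag3 and on 5 genes of high endothelial venules, and the reading of the T cell list without Lck, were chosen only after the result was seen. The number of genes past the threshold was 209, and 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many. The other 9 splits gave 0 or 1, with 238 to 1464 genes at an unadjusted p under 0.05 against 3227 in the real split. With 10 splits the share cannot go below 0.1.
The fall of the cortical artery set may come from fewer arterial cells in the sorted RbpjΔEC fraction, from lower expression per cell, or from both. The mural list had a median of -1.15, with 11 of 11 tested genes lower (camera, adjusted p = 2.5e-08, fry 0.0221). Its genes held 271.7 ± 22.6 CPM (SD, n = 3) in CTRL and 203.1 ± 19.3 CPM (SD, n = 3) in RbpjΔEC. The 14 genes of the set past the threshold lost 762.4 CPM, while the 14 tested mural and stromal list genes lost 72.6 CPM of the 277.5 ± 22.9 CPM (SD, n = 3) they held in CTRL. The 14 list genes do not measure the total RNA of such cells. These sums therefore do not decide whether less mural and stromal RNA was a source of the fall. A trend on gene length and GC content does not account for the fall, since the set's median was -0.46 after that trend was taken out. Arterial cell number and arterial expression cannot be told apart, because no cell counts were analysed here. Lists of other kidney cells moved as follows: stroma -1.67, glomerular ECs -0.74 (5 genes lower past the threshold, 3 of the list's 10 genes also in the cortical artery set), podocytes -0.74 (5 of 6 genes lower, camera adjusted p = 0.0314, fry 0.0974, with medians of -0.37 without CTRL 3, -0.48 without RbpjΔEC 1, -0.39 without RbpjΔEC 2 and -1.66 without RbpjΔEC 3), and lymphatic ECs -0.94 (4 genes lower and 2 higher), as median log2 fold changes. The 15 tubule genes moved in both directions, so their median of -1.19 (camera, adjusted p = 0.0514; -0.54 without CTRL 1) does not describe the list. Slc34a1, Lrp2, Kap, Miox, Slc5a12, Slc22a6 and Cubn, genes of the proximal tubule, had log2 fold changes between 0.98 and 1.34, none past the threshold and 0 at an unadjusted p under 0.05. The other 8 genes had log2 fold changes between -2.77 and -1.19, with Hsd11b2 and S100g past the threshold. The proximal genes and Xist were named after their values were seen. The sex-chromosome list had a median of 0.20 (0.060 without CTRL 1 and 0.33 without CTRL 3) and Xist 32 counts in all 6 libraries. The nuclear noncoding list had a median of 0.54 (camera, adjusted p = 0.0767). The 15 tested genes named in the paper had a median of -0.14 (camera, adjusted p = 0.110, fry 0.0221), which was -0.083 without CTRL 1.
The rise of the homeostatic HEC set could reflect an HEC program acquired by some cells. The list of PNAd synthesis and HEV identity had a median of -0.12 (-0.064 without CTRL 1), with 7 genes higher and 14 lower, which decides nothing. Adjusted over the list alone, 2 genes were higher (Chst2 and Nfkb2) and 3 lower (Podxl, Emcn and Ccl21a). The 3 lower genes are also in other lists here, Podxl with podocytes, Emcn with venous and pan-endothelial genes and Ccl21a with lymphatic ECs. Chst4, Fut7, Glycam1, Madcam1 and Ackr1 each had at most 7 counts in all 6 libraries together, and Chst4, Fut7, Glycam1 and Ackr1 were named after their values were seen. Cells with the full program of high endothelial venules would bring these transcripts. Madcam1 is an exception for peripheral lymph nodes, where the paper describes mature HEC as lacking MAdCAM-1. Together the 5 genes held 0.140 CPM in CTRL and 0.0557 CPM in RbpjΔEC, with 2, 4 and 1 counts in RbpjΔEC 1 to 3, while the homeostatic HEC set gained 1970 CPM. This argues against such cells as the source of the whole rise. A program without these genes stays open. An immediate-early response to digestion and sorting is another candidate explanation for the set. It needed immediate-early genes outside the set to rise, and their median was 0.43, but induction in the living animal would give the same.
Lymphocytes carried into the sorted fraction were tested with lists of B cell and T cell genes. The 12 B cell genes together held 2.96 CPM in CTRL and 1.02 CPM in RbpjΔEC, and the 3 tested genes had a median log2 fold change of -1.11, which was -0.61 without CTRL 2, -3.11 without RbpjΔEC 2 and -2.16 without RbpjΔEC 3. The 10 T cell genes rose from 4.44 CPM to 7.14 CPM. Nearly all of these counts lie on Lck, the 1 tested gene of the list (log2 fold change 0.73), and the other 9 genes together had at most 4 counts in each RbpjΔEC library. Without Lck the T cell list held 0.286 CPM in CTRL and 0.0472 CPM in RbpjΔEC. More lymphocytes in the RbpjΔEC fraction would raise these genes, so the values argue against them. The source of the Lck counts was not tested. Lag3, named after its values were seen, rose from 1.82 CPM to 7.32 CPM (log2 fold change 2.00, adjusted p = 0.00441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). T cells as its source would bring their other abundant transcripts, but the 9 T cell genes besides Lck had 4, 0 and 2 counts in RbpjΔEC 1 to 3, against 257, 315 and 349 for Lag3. What raised Lag3 was not tested further.
Among genes with no coding annotation, more rose than fell. Sense-intronic genes had a median log2 fold change of 0.31 over 179 genes and genes of the TEC type (transcripts awaiting experimental proof) 0.27 over 1180, against -0.02 for 13510 protein-coding genes. More unspliced nuclear RNA in the RbpjΔEC libraries is a candidate explanation that needed both to rise. Without CTRL 1 the medians were 0.34 and 0.29. The biotypes of the called genes had been seen before this test.
CTRL 1 has counts on 5951 genes that no other library lists, against 406 to 538 such genes in each of the others. Of 2001 olfactory and vomeronasal receptor genes, 796 had a count in CTRL 1 and 86 to 120 in the others. Deeper sequencing is not the reason, since CTRL 1 ranks 5 of 6 by total count. Genomic DNA in the library is a candidate explanation. In genes at 0 in the other 5 libraries, the X chromosome had 0.539 times the counts per kb of exon of the autosomes (bootstrap 0.449 to 0.624), near the 0.5 a male genome gives, and single autosomes ranged from 0.675 to 1.04 counts per kb. The Y chromosome, with 0.0649 counts per kb, lies far below the X, and the cause was not tested. At the autosomal density such counts would make up 0.275% of the library.
Genes within 300 kb of Cdh5 were compared because the Cre transgene carries the Cdh5 promoter. Of 8 tested genes besides Cdh5, 0 passed the threshold and 3 had an unadjusted p under 0.05. The 5 with at least 5 CPM had a median log2 fold change of 0.15, at percentile 92.6 of random runs of neighbouring genes, so extra copies on the transgene could not be excluded.
In the sorted ECs the genes of Fig. 4A not given above had log2 fold changes of 0.22 for Dll4, -0.16 for Efnb2, -0.14 for Notch1 and 1.02 for Aplnr. Nr2f2, which the paper names for HEC in secondary lymphatic structures, had 0.07. None of these 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fig. 4A measured mRNA of the whole kidney rather than sorted ECs, and the paper reports lower Dll4, Efnb2 and Notch1 and higher Aplnr there. Dll4 went the other way here, higher in every RbpjΔEC library (unadjusted p = 0.013 from edgeR's quasi-likelihood test). The log2 fold change of Aplnr ranged from 0.53 to 1.39 with 1 library left out. In RbpjΔEC 3 Aplnr had 94.0 CPM, below every CTRL library (95.6 to 133.8 CPM).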
